# Concomitant histone deacetylase and phosphodiesterase 5 inhibition synergistically prevents the disruption in synaptic plasticity and it reverses cognitive impairment in a mouse model of Alzheimer’s disease

**DOI:** 10.1186/s13148-015-0142-9

**Published:** 2015-10-08

**Authors:** M. Cuadrado-Tejedor, C. Garcia-Barroso, J. Sanzhez-Arias, S. Mederos, O. Rabal, A. Ugarte, R. Franco, M. Pascual-Lucas, V. Segura, G. Perea, J. Oyarzabal, A. Garcia-Osta

**Keywords:** Histone deacetylase (HDAC), Phosphodiesterase (PDE), Alzheimer’s disease (AD), Memory, Amyloid, Tau, Gene transcription

## Abstract

**Background:**

Given the implication of histone acetylation in memory processes, histone deacetylase inhibitors (HDACIs) have been postulated as potential modulators of cognitive impairment in Alzheimer’s disease (AD). However, dose-dependent side effects have been described in patients with the currently available broad-spectrum HDACIs, explaining why their therapeutic potential has not been realized for chronic diseases. Here, by simultaneously targeting two independent enzyme activities, histone deacetylase (HDAC) and phosphodiesterase-5 (PDE5), we propose a novel mode of inhibitory action that might increase the therapeutic specificity of HDACIs.

**Results:**

The combination of vorinostat, a pan-HDACI, and tadalafil, a PDE5 inhibitor, rescued the long-term potentiation impaired in slices from APP/PS1 mice. When administered *in vivo*, the combination of these drugs alleviated the cognitive deficits in AD mice, as well as the amyloid and tau pathology, and it reversed the reduced dendritic spine density on hippocampal neurons. Significantly, the combination of vorinostat and tadalafil was more effective than each drug alone, both against the symptoms and in terms of disease modification, and importantly, these effects persisted after a 4-week washout period.

**Conclusions:**

The results highlight the pharmacological potential of a combination of molecules that inhibit HDAC and PDE5 as a therapeutic approach for AD treatment.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13148-015-0142-9) contains supplementary material, which is available to authorized users.

## Background

There is now considerable evidence that epigenetic regulation is a dynamic and critical mechanism modulating neuronal function. It was recently suggested that memory impairment in Alzheimer’s disease (AD) is caused by a “reversible” epigenetic blockade of gene transcription [1]. One epigenetic mechanism that regulates gene transcription is histone acetylation, a modification that is known to enhance or constrain cognitive functions. In fact, from a therapeutic point of view, histone deacetylase inhibitors (HDACIs) have emerged as promising compounds that might help manage AD. However, the toxicity associated with HDACIs has limited the clinical data available, a phenomenon that may have an important impact in patients receiving long-term therapy [2]. In order to reduce side effects while maintaining cognitive benefits, one strategy would be to develop isoform-selective HDACIs. However, since the side effects reported for HDACIs in humans are dose dependent [3], the use of lower doses of pan-HDAC inhibitors to reduce their toxicity could represent another solution, combining them with other AD-related drugs to obtain a compound or synergistic effect.

Targeting multiple elements in the network underlying AD may produce benefits beyond those of representative monotherapies. Accordingly, for the first time, we propose here a new therapeutic approach to treat AD that targets two independent but synergistic pathways related to different aspects of the disease. Specifically, we propose combining the inhibition of HDACs with that of phosphodiesterase-5 (PDE5), an enzyme that targets another intracellular pathway involved in memory formation and other AD-related features [4–6]. PDE5 inhibitors regulate signalling pathways by elevating cGMP, and they may ultimately promote gene transcription by directly and/or indirectly activating binding to the cAMP response element (CREB) [7]. CREB plays an essential role in regulating the transcription of genes involved in the consolidation of long-term memories [8, 9]. Moreover, its interaction with the CREB-binding protein (CBP) improves memory and enhances synaptic plasticity through HDAC inhibition [10]. Hence, the activation of CREB would be expected to further potentiate the enhancement of memory and synaptic plasticity induced by HDACIs [11]. In line with this idea, PDE5 inhibitors could drive the gene transcription induced by histone acetylation to favour that of CREB-dependent memory-related genes, avoiding global transcriptional activation. Likewise, and due to “epigenetic priming” [12], HDACIs may sensitize the cell’s response to PDE5 inhibitors, facilitating the transcription of CREB-dependent genes and thereby improving therapeutic selectivity.

To assess the potential therapeutic value of concomitant HDAC and PDE5 inhibition in AD, we used the HDACI vorinostat and the PDE5 inhibitor tadalafil as reference compounds. A synergism between these two inhibitors when co-administered at sub-effective doses was not only achieved in terms of memory function but also in reducing the amyloid pathology. Thus, the concomitant inhibition of HDAC and PDE5 may represent a novel symptomatic and disease-modifying strategy to treat AD.

## Results

### The concomitant inhibition of HDAC and PDE5 has a synergistic effect on histone acetylation

Using primary neuronal cultures, we tested whether the combination of vorinostat (a class I and class IIb HDAC inhibitor) and tadalafil (a PDE5 inhibitor) had a synergistic effect on the induction of histone 3 acetylation at lys9 (AcH3K9), an epigenetic mark implicated in memory enhancement in mice [13, 14]. When we exposed the cultured neurons to different concentrations of vorinostat and tadalafil for 2 h (10, 100 and 500 nM), we detected a strong induction of AcH3K9 by vorinostat at concentrations of 100 and 500 nM, whereas no effect was found with tadalafil (Fig. 1a). Interestingly, we observed a synergistic effect on this epigenetic mark when vorinostat (50 nM) was administered in combination with tadalafil (50 and 200 nM: Fig. 1b). This synergistic effect was confirmed in the SH-SY5Y neuroblastoma cell line and using alpha technology, where AcH3K9 was induced significantly by vorinostat (50 nM) combined with tadalafil (from 160 nM: Fig. 1e; compared with each compound alone in Fig. 1c, d). These data suggest that PDE5 inhibition may provoke CREB phosphorylation and, in turn, the recruitment of CBP, thereby enhancing histone acetylation and memory-related gene transcription (Fig. 1f).

**Fig. 1:**
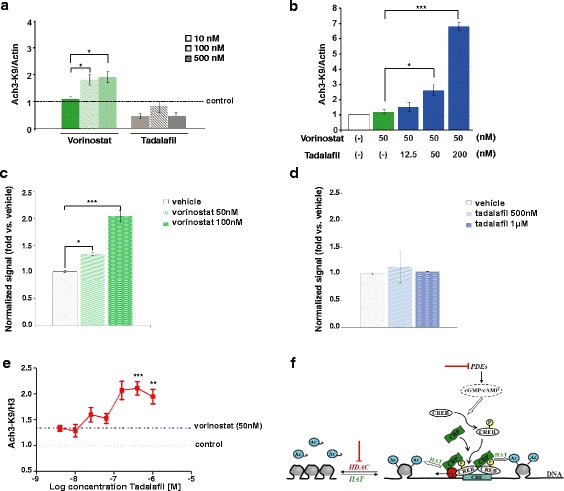
A synergistic effect was observed with the combination of vorinostat and tadalafil on histone 3 acetylation. **a** Western blot analysis showing histone 3 acetylation (AcH3-K9) levels in primary neuronal culture treated with vorinostat or tadalafil for 2 h (*p ≤ 0.05). Actin was used for normalization. **b** Western blot analysis showing AcH3-K9 levels in primary neuronal culture treated with vorinostat and different concentrations of tadalafil for 2 h (*p ≤ 0.05, ***p ≤ 0.001). Actin was used for normalization. **c**–**e** Detection of cellular AcH3-K9 was assayed using SHSY-5Y cells and AlphaLisa technology. SHSY-5Y cells were treated with vorinostat or tadalafil in **c** and **d** or the combination in **e** for 2 h (**p ≤ 0.01, ***p ≤ 0.001). Histone 3 (H3) was used for normalization. In all figures, data are represented as mean ± SEM expressed as fold change versus control vehicle-treated cultures (*n* = 3–4 per condition). **f** Scheme showing a possible synergistic effect with HDAC and PDE inhibition. *Ac* acetyl, *HDAC* histone deacetylase, *HAT* histone acetyl transferase, *CRE* cAMP responsive element, *CREB* CRE-binding protein, *CBP* CREB-binding protein, *P* phospho, *PDE* phosphodiesterase.

### Concomitant inhibition of HDAC and PDE5 had a synergistic effect on long-term potentiation in APP/PS1 transgenic mice

To evaluate the physiological consequences of vorinostat and tadalafil treatment, we first investigated their effects by monitoring long-term synaptic plasticity (LTP), a well-known cellular mechanism that underlies memory processes [15]. Extracellular synaptic activity was recorded in hippocampal slices from APP/PS1 adult mice (7–9 months), showing that the LTP induction protocol evoked similar synaptic potentiation after a brief application of vorinostat (2 μM) to that of control slices treated with the vehicle alone. Likewise, tadalafil (50 nM) preincubation did not significantly affect the degree of LTP in APP/PS1 slices (Fig. 2a, b), yet incubation with a combination of vorinostat and tadalafil did produce robust potentiation of synaptic transmission (Fig. 2a, b), significantly beyond that obtained by application of each inhibitor alone. By contrast, the combination of both inhibitors did not affect LTP in APP/PS1-negative slices compared with control conditions (Fig. 2c, d). Therefore, HDAC and PDE5 inhibitors would appear to have a synergistic effect on LTP in AD mice.

**Fig. 2:**
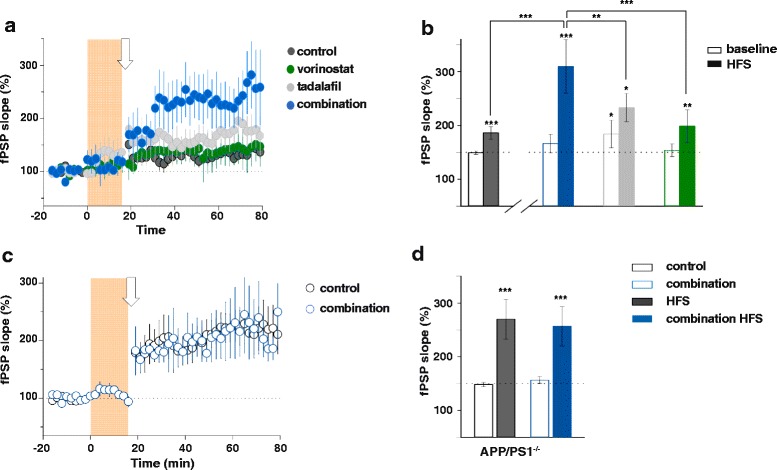
A synergistic effect was observed with the combination of vorinostat and tadalafil on long-term potentiation (LTP) in APP/PS1 mice slices. **a** Relative fPSP slope (from basal values) versus time in hippocampal APP/PS1-positive slices. *Orange vertical bar* denotes time for vorinostat (2 μM ) and/or tadalafil (50 nM) incubation; *arrow* corresponds to the high-frequency stimulation (HFS) protocol. **b** Average relative changes of fPSP slope before and 60 min after HFS in control (*dark grey*; *n* = 6) and vorinostat (*green*; *n* = 5), tadalafil (*light grey*; *n* = 4), and vorinostat and tadalafil (combination, *blue*; *n* = 5) treatments. **c** Relative fPSP slope (from basal values) versus time in APP/PS1-negative slices in control (*black*) and the combination of vorinostat and tadalafil (*blue*) conditions. *Orange vertical bar* denotes time for the combination of vorinostat and tadalafil (combination) incubation; *arrow* corresponds to HFS. **d** Average relative changes of fPSP slope before (*open bars*) and 60 min after HFS (*filled bars*) in control (*black*) and combination treatment (*blue*) in APP/PS1-negative mice (*n* = 8 and 3 slices, respectively); *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Data are represented as means ± SEM

### The effects of vorinostat and tadalafil combination therapy on memory function in aged Tg2576 mice

A 2–3-week treatment with vorinostat (50 mg/kg) restored contextual memory deficits in the APPswe/PS1dE9 AD mouse model [16], and likewise, tadalafil (15 mg/kg) improves memory deficits in an aged AD mouse model [17]. Thus, we tested whether the combined administration of lower doses of both of these compounds could restore cognitive deficits in the Tg2576 AD mouse model. To test this hypothesis, we treated 14–16-month-old Tg2576 mice for 4 weeks with tadalafil (1 mg/kg, p.o.) and vorinostat (12.5 mg/kg, i.p.), with either inhibitor alone (tadalafil [1 mg/kg, p.o.] or vorinostat [12.5 mg/kg, i.p.]), or with the vehicle alone (10 % DMSO) daily. We performed an initial pharmacokinetic study of the administration of vorinostat, tadalafil or combined vorinostat and tadalafil at these doses in plasma and brain samples. The brain/plasma ratios 20 min after combined vorinostat and tadalafil administration were 11 % for tadalafil and 5.5 % for vorinostat, corresponding to brain concentrations of 30 and 345.5 nmol/kg (Additional file 1: Figure S1 and Table S1).

Memory function was assessed during the second and third week of treatment using two hippocampal-dependent tasks, contextual fear conditioning (FC) and Morris water maze (MWM) tests, respectively (see scheme in Fig. 3a). Compared to wild-type (WT) mice, Tg2576 mice exhibited severe disruption in freezing behaviour in the FC test 24 h after training (*t*(19,2) = 5.3, *p* ≤ 0.001) (Additional file 1: Figure S2a). Memory impairment was rescued to a significant extent by a combined 2-week treatment with vorinostat and tadalafil (*F*(3,44) = 2.7, *p* ≤ 0.05), whereas neither of these drugs alone restored fear memory (Fig. 3b). In the MWM, no significant differences were observed among the experimental groups during the visible-platform training phase, indicating that the animals had a comparable ability to perform the task (Additional file 1: Figure S2b). However, Tg2576 animals (14–16 months old) showed severe cognitive impairment in both the acquisition phase (significant main effect of genotype *F*(1,29) = 13, *p* ≤ 0.001) and during the probe test on days 7 (*t*(29) = 2, *p* = 0.05) and 9 (*t*(29) = 2.2, *p* ≤ 0.05: Additional file 1: Figure S2c and 2d). Notably, the combination of vorinostat and tadalafil rescued these memory deficits, evident through the lower escape latencies in the acquisition phase (*F*(3,316) = 21.3, *p* ≤ 0.001: Fig. 3c). Interestingly, the group receiving only vorinostat also had lower escape latencies compared to the mice that received the vehicle alone (*F*(3,316) = 21.3, *p* ≤ 0.001: Fig. 3c). Nevertheless, during the retention phase on day 9, only the animals that received the combination of vorinostat and tadalafil spent significantly more time than vehicle-treated animals in the correct quadrant (*F*(3,36) = 2.9, *p* ≤ 0.05), demonstrating a synergistic effect of the two drugs on spatial memory retention (Fig. 3d).

**Fig. 3:**
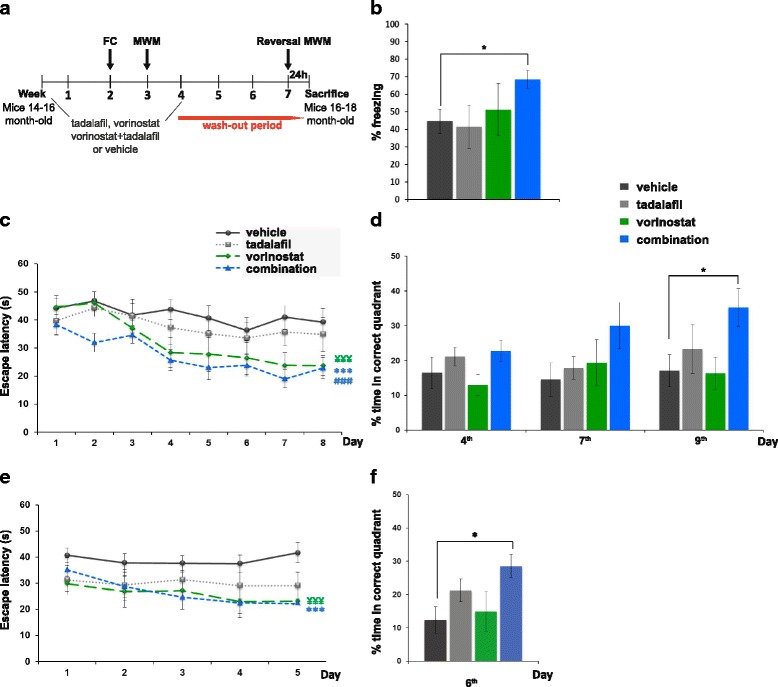
Chronic treatment (4 weeks) with the combination of vorinostat and tadalafil reversed learning deficits in aged Tg2576 mice. **a** Scheme showing timeline for treatment, behavioural tasks and sacrifice of mice. *FC* fear conditioning, *MWM* Morris water maze. **b** Freezing behaviour from Tg2576 mice treated with vehicle, vorinostat, tadalafil or the combination (vorinostat and tadalafil) (*p ≤ 0.05). Data represent the percentage of time freezing during a 2-min test. In this and all subsequent figures, results are expressed as mean ± SEM (*n* = 10–12 per group). **c** Escape latency of the hidden platform in the MWM test for the Tg2576 mice treated with vehicle, vorinostat, tadalafil or combination (***p ≤ 0.001, Tg2576 mice treated with the combination versus Tg2576 vehicle; ^###^ *p* ≤ 0.001, Tg2576 mice treated with the combination versus Tg2576 tadalafil; ^¥¥¥^ *p* ≤ 0.001, Tg2576 treated with vorinostat versus Tg2576 vehicle). **d** Percentage of time spent in correct quadrant of the probe test (days 4, 7 and 9) (*p ≤ 0.05). **e** Escape latency in the reversal MWM test for the Tg2576 mice treated with vehicle, vorinostat, tadalafil or combination after the washout period (***p ≤ 0.001 Tg2576 mice treated with the combination versus Tg2576 vehicle) (^¥¥¥^ *p* ≤ 0.001 Tg2576 treated with vorinostat versus Tg2576 vehicle). **f** Percentage of time spent in correct quadrant during the probe test (day 6) (*p ≤ 0.05)

Finally, the drug treatments were followed by a washout period of 4 weeks, after which mice were re-trained in a reversal phase of the MWM test, placing the platform in the opposite quadrant. The hidden platform training was carried out over 5 days (four trials per day) and followed by a memory retention probe test on day 6. Tg2576 mice treated with the vehicle performed worse than WT mice in both the acquisition (*F*(1, 28) = 7.0, *p* ≤ 0.01: Additional file 1: Figure S2e) and the retention phase on day 6 (*t*(29) = 2.8, *p* ≤ 0.01: Additional file 1: Figure S2f). By contrast, these transgenic mice treated with the combination therapy displayed a significantly shorter escape latency than the control Tg2576 mice that received the vehicle alone (*F*(3,196) = 10.5, *p* ≤ 0.001: Fig. 3e). Once again, the animals that received vorinostat alone also showed lower escape latencies than the Tg2576 mice that receive the vehicle alone (*F*(3,196) = 10.5, *p* ≤ 0.05: Fig. 3e). During the probe test, only the group of animals receiving the combination of vorinostat and tadalafil spent significantly more time in the target quadrant compared with the vehicle-treated mice (*F*(3,36) = 4.0, *p* ≤ 0.05: Fig. 3f). Together, these results indicate that combination therapy of vorinostat and tadalafil during 4 weeks restored memory impairment in aged Tg2576 mice whose cognition was severely affected. Furthermore, this effect was maintained after a 4-week washout period. Interestingly, the treatment with vorinostat enhances the learning capacity of transgenic mice, yet memory was not consolidated by this drug alone since no differences were detected between Tg2676 mice receiving the vehicle alone or vorinostat during the probe tests.

### Effects of vorinostat and tadalafil combination therapy on pathological AD markers in aged Tg2576 mice

Aβ42 was assessed in protein extracts from the parieto-temporal cortex of Tg2576 treated mice by ELISA, and a marked decrease in Aβ42 was observed in the mice that received the combination therapy compared to those that received the vehicle alone (*F*(3,36) = 3.3, *p* ≤ 0.05: Fig. 4a). By contrast, no significant differences were found between the mice that received vorinostat or tadalafil and those treated with the vehicle alone (Fig. 4a). Based on the significant decrease in Aβ42 in the animals that received the combination therapy, we explored APP processing in Western blots of the same extracts. No significant differences were found in APP (Fig. 4b) or in the APP C-terminal C99 fragment (CTF: Fig. 4c) between the Tg2576 mice that received the combination therapy or the vehicle alone. We also analyzed the tau phosphorylation in the same extracts using a pTau-specific (Ser-202/Thr-205) antibody normalized to total tau (T46). Compared to WT mice, there was a significant increase in pTau levels (*t*(7,1) = −3.3, *p* ≤ 0.01: Additional file 1: Figure S3a) in Tg2576 mice, which decreased following vorinostat treatment (*F*(3,11) = 8.7, *p* ≤ 0.05: Fig. 4d). This effect was even more pronounced in the mice that received tadalafil or the combination therapy (*F*(3,11) = 8.7, *p* ≤ 0.01). No significant changes were observed in total tau relative to actin among the experimental groups.

**Fig. 4:**
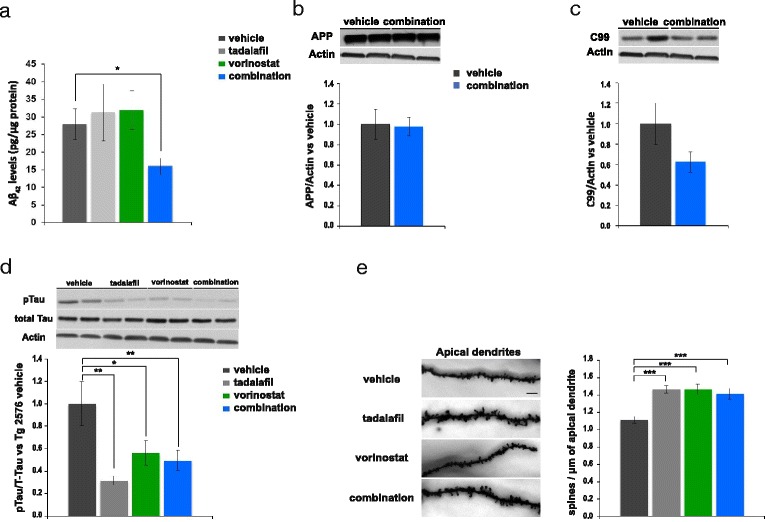
Chronic treatment (4 weeks) with the combination of vorinostat and tadalafil reversed the AD histopathological markers in aged Tg2576 mice. **a** Aβ42 levels determined by ELISA in parieto-temporal cortex of Tg2576 mice treated with vehicle, vorinostat, tadalafil, or combination (vorinostat and tadalafil) (*n* = 8–10 per group) (*p ≤ 0.05). In this and all subsequent figures, results are expressed as mean ± SEM. Effects of chronic administration of vorinostat and tadalafil on full-length APP (**b**) or C-terminal fragment C99 (**c**) levels, normalized to actin, in SDS parieto-cortical extracts. The histogram shows the quantification of the immunochemically reactive bands in the Western blot (representative bands are shown). Data are expressed as the fold change versus Tg2576 mice receiving vehicle (*n* = 8–10 in each group). **d** Representative Western blot bands using the antibody AT8 (pTau), normalized to total tau (T46) of cortical tissues are shown. The histograms represent the quantification of the immunochemically reactive bands in the Western blot. Data are expressed as the fold change versus Tg2576 mice receiving vehicle (*n* = 8–10 in each group) (*p ≤ 0.05; **p ≤ 0.01). **e** Representative Golgi staining images of apical dendrites on CA1 hippocampal pyramidal neurons. *Scale bar*, 10 μm. The histograms represent the quantification of spine density of apical dendrites on hippocampal CA1 pyramidal neurons from Tg2576 mice treated with vehicle, vorinostat, tadalafil or combination (vorinostat and tadalafil) (*n* = 34–36 neurons from three to four animals per group) (***p ≤ 0.001)

We also tested whether the behavioural recovery induced by the combination therapy reflected structural changes, such as the density of dendritic spines. The density of spines on hippocampal CA1 pyramidal neurons was analyzed in Tg2576 mice and their WT littermates using an optimized Golgi impregnation method. In line with previous findings [18], a significantly lower density of apical dendrites was found on CA1 pyramidal neurons in Tg2576 mice than in WT mice (*t*(70) = 3.9, *p* ≤ 0.001: Additional file 1: Figure S3b), while treatment with tadalafil, vorinostat or the combination of these drugs reversed the deficit in spine density on apical CA1 dendrites, which returned to control values (*F*(3,141) = 12.6, *p* ≤ 0.001: Fig. 4e). These results suggest that the reduction in spine density is reversible even long after disease onset, which might account for the memory improvement observed and maintained for 4 weeks after washout. However, other mechanisms may influence memory recovery since the effect on dendritic spine density in the mice that receive tadalafil alone was not correlated with the behavioural data.

### Gene expression induced by vorinostat, tadalafil and the combination of the two in the hippocampus of Tg2576 mice

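Hippocampal RNA from aged female Tg2576 mice, which express a human amyloid precursor protein carrying the Swedish mutation, was hybridized to Affymetrix Mouse Gene 2.0 ST arrays. There were 7 arrays from mice given vehicle, 3 from mice given vorinostat, an HDAC inhibitor (12.5 mg/kg), 3 from mice given tadalafil, a PDE5 inhibitor (1 mg/kg), and 7 from mice given both drugs. A further 4 arrays came from mice given CM-414, a compound known here only by its code name, which the paper does not report. The paper gives 3 animals per group and its text does not name their arrays, so all arrays were used and the value of each is printed for the main gene lists. Treatment lasted 4 weeks and was followed by a washout of 4 weeks. The paper gives an age of 14 to 16 months at the start, whereas the sample labels give 16 to 18 months. The labels also place the memory tests in weeks 3 and 4 of treatment, whereas the paper places them in weeks 2 and 3, and they name another background strain than the paper's C57BL/6/SJL. The deposited values are the authors' log2 expression values after RMA background correction and normalization, with array medians from 5.90 to 5.98 and 84.3 to 85.7% of the probe sets above the paper's expression floor. From there, low and non-coding probe sets were left out, 17092 genes were compared between groups with limma, and gene lists were tested by GSEA on the log2 fold changes with 2500 permutations of genes. Permuting genes treats the members of a list as independent, so a p with an estimated correlation between members (camera) is given beside it.
Tissue markers differed between arrays of the same group. Tcf7l2, a transcription factor that marks thalamic neurons, was at 10.55 in vehicle 3 and 10.05 in CM-414 3, against 5.84 to 7.18 in all other arrays. The mean of 12 thalamus markers was 9.17 and 9.52 in these 2 arrays and 7.35 to 8.06 in the others, while the mean of 8 CA1 markers was 7.36 and 7.04 against 8.34 to 8.74. Markers of the choroid plexus, the epithelium that secretes cerebrospinal fluid, varied widely within every group. Probe sets of small nucleolar RNAs divided the arrays in another way: Snord13 lay between 7.27 and 8.46 in vehicle 1 to 3, combination 1 to 3 and all vorinostat and tadalafil arrays, and between 10.35 and 11.46 in vehicle 4 to 7, combination 4 to 7 and all CM-414 arrays. The paper's methods speak of microarray batches without assigning arrays to them. The first set of arrays is called the first batch here and the other the second, a division chosen after seeing the data, and values within each are given beside the pooled ones. The first batch holds 3 arrays in each of the paper's groups, the number of animals the paper gives. Whether these are the paper's arrays is not stated in its text. The batch as a block leaves the combination minus vehicle differences as they are, because both groups have the same split, whereas vorinostat and tadalafil have no array in the second batch and CM-414 has none in the first.

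**Figure D1:**
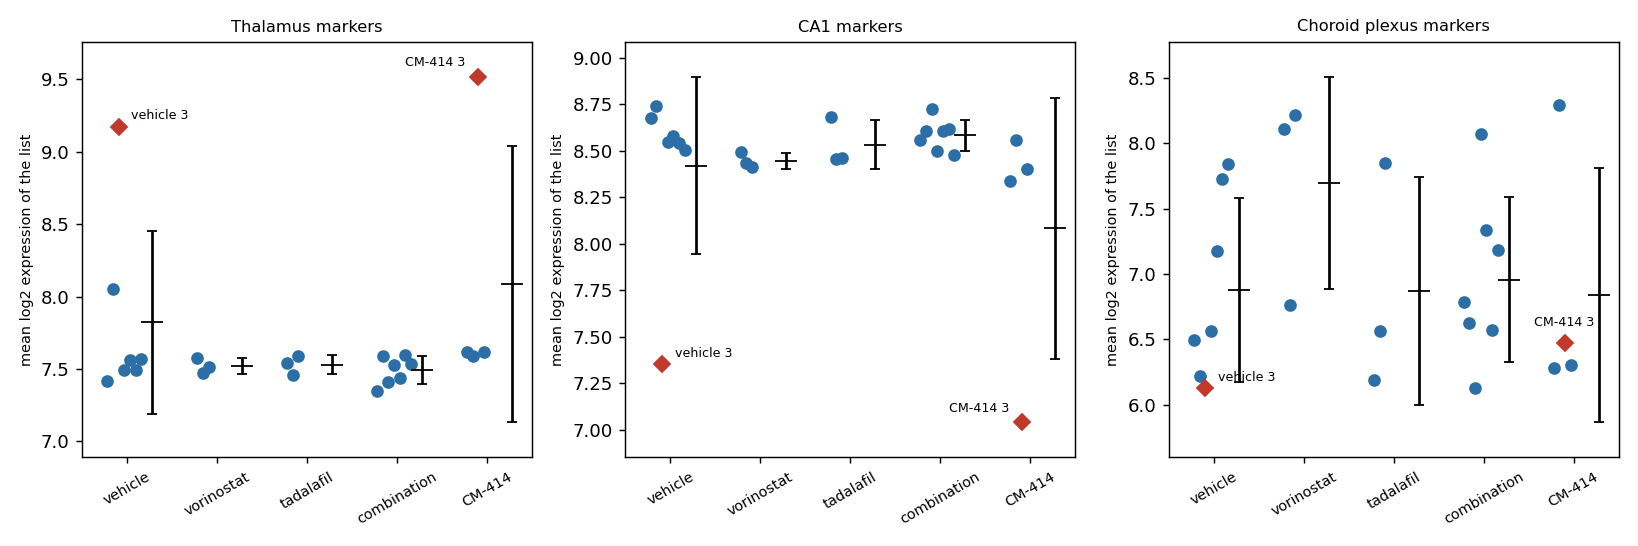
Mean log2 expression of the thalamus, CA1 and choroid plexus markers (vertical axes) in each array of the 5 groups (horizontal axes); dots are arrays, red diamonds are vehicle 3 and CM-414 3, and the bars give the group mean and SD. Vehicle 3 and CM-414 3 lie at 9.17 and 9.52 for the thalamus markers and at 7.36 and 7.04 for the CA1 markers, apart from all other arrays.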

To better define the pathways and networks enhanced by the different treatments, we adopted a non-parametric approach implemented in the Gene Set Enrichment Analysis (GSEA) software to determine the genes upregulated by these drugs [19]. GSEA allowed us to determine the pathways and gene signatures enriched among 95 gene sets selected on the basis of memory function and related to AD. 

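After the combination, genes of myelinating oligodendrocytes lay below vehicle in all 12 measured cases of 14 listed, with a median log2 difference of -0.23. Aspa, which encodes the aspartoacylase of oligodendrocytes, was at -0.37 (standard error 0.20), the myelin tight junction gene Cldn11 at -0.30 (standard error 0.17), and the myelin surface glycoprotein gene Mog at -0.26 (standard error 0.18), with 7 arrays in each group. The list was enriched among lower genes (normalized enrichment score -2.33, gene permutation p = 7.54e-04, and p = 0.191 with an estimated correlation), with a gene permutation p of 7.72e-04 in the first batch and 0.0530 in the second. Its mean difference fell from -0.22 to -0.13 without vehicle 3, the highest vehicle array for these genes, and to -0.15 without combination 1. Of the 10 interneuron markers, 8 were higher after the combination, among them Htr3a, a serotonin receptor subunit, at 0.81 (standard error 0.28) and the transcription factor Lhx6 at 0.23 (standard error 0.16), whereas the parvalbumin gene Pvalb was at -0.28 (standard error 0.20). This list was enriched among higher genes (gene permutation p = 0.00519, p = 0.0629 with an estimated correlation), at 0.0117 and 0.0138 within the batches by the same permutation, and at 0.0642 without combination 3. Neocortex markers were higher in 7 of 10 cases, with the transcription factor gene Mef2c at 0.25 (standard error 0.22; gene permutation p = 0.00779, p = 0.319 with an estimated correlation), at 0.0519 and 0.0121 within the batches, and at 0.0738 without combination 7. Meningeal fibroblast markers, led by the small proteoglycan genes Dcn at 0.61 (standard error 0.29) and Lum at 0.25 (standard error 0.20), were also enriched among higher genes (gene permutation p = 8.66e-04, p = 0.478 with an estimated correlation), at 8.37e-04 and 0.0104 within the batches, and at 0.0568 without vehicle 3. All 12 thalamus markers were lower, with a median of -0.25, and 7 of 8 CA1 markers were higher, with a median of 0.13. These lists passed at a gene permutation p of 7.54e-04 and 0.00255 (p = 0.248 and 0.472 with an estimated correlation), but in the second batch the values were 0.724 and 0.916. Without vehicle 3 the thalamus list was at 0.00212 with a mean difference of -0.11 against -0.33 with all arrays, while the CA1 list was at 0.830 and its score was negative. Vehicle 2 was also high for the thalamus markers, at 8.06. Vehicle 1 and 4 to 7 were at 7.42 to 7.57 and the combination arrays at 7.35 to 7.60. A fit without both vehicle 2 and vehicle 3 was not run. The mean differences of the interneuron and neocortex lists, 0.13 and 0.08, were 0.08 and 0.04 without vehicle 3, and that of the meningeal list, 0.16, was 0.07 without vehicle 3 and 0.10 without combination 2 or combination 4.
Of 36 gene lists written before the data were examined, 14 passed at a gene permutation p under 0.05 after the combination (12 among higher and 2 among lower genes), 14 after vorinostat (6 and 8) and 12 after tadalafil (8 and 4). After Benjamini-Hochberg adjustment over the lists, 10, 12 and 7 passed. With an estimated correlation 0, 1 and 1 of the called lists held. Without vehicle 3, 7 lists were called after the combination, 5 of them among the 14. In a scan of 872 Reactome sets, 0 passed the adjustment after the combination or tadalafil. At an unadjusted gene permutation p under 0.05 there were 74 and 66. After vorinostat 30 passed the adjustment, 24 of them among lower genes, while camera called 0 in each comparison. How small a gene permutation p can be is limited by the number of permutations, and the smallest after the combination was 6.56e-04. Over 872 sets such a p passes the adjustment only where many sets reach it together. A count of 0 in this scan therefore cannot exclude that single sets were enriched, and its contrast with 30 depends in part on this limit.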

GSEA was carried out on the ranked lists reflecting the changes in the microarray studies performed, and the enriched gene sets included those participating in aging and AD-related cellular processes and pathways (reactome amyloids, aging brain, highly calcium permeable postsynaptic nicotinic acetylcholine receptors, among others), providing evidence for an AD-related phenotype. 

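As a list, genes that rise in the ageing brain, among them genes of microglia and complement, were enriched among higher genes by permutation of genes after either drug alone, and with an estimated correlation did not pass (p = 0.0961 after tadalafil and 0.195 after vorinostat). After tadalafil, 27 of the 32 measured members (of 36 listed) were above vehicle, with a median log2 difference of 0.18. The lysosomal protease gene Ctss was at 0.47 (standard error 0.15), the complement gene C1qc at 0.40 (standard error 0.14) and the integrin gene Itgax at 0.38 (standard error 0.13), whereas the cell cycle inhibitor Cdkn1a was at -0.43 (standard error 0.15; n = 3 and 7 arrays). After vorinostat, 22 of 32 were above vehicle (median 0.13), among them Lgals3bp, a secreted glycoprotein gene, at 0.65 (standard error 0.24) and Clec7a, a receptor of activated microglia, at 0.40 (standard error 0.17). After the combination, 14 were above and 18 below vehicle, with a median of -0.02. No member passed when adjusted over the list alone or over all genes in any of the 3 comparisons with vehicle (limma). The gene permutation p of the list was 8.15e-04 after tadalafil, 9.16e-04 after vorinostat and 0.168 after the combination. Between treatments, 25 of 32 were lower in the combination than after tadalafil (gene permutation p = 7.11e-04, p = 0.0694 with an estimated correlation) and 22 of 32 lower than after vorinostat (gene permutation p = 7.94e-04, p = 0.175 with an estimated correlation), at 7.60e-04 and 8.40e-04 with the batch as a block, and at 0.307 for the latter without vorinostat 1. Adjusted over the list alone, Ctss and the chemokine gene Ccl3 were lower by 0.49 (standard error 0.15) and 0.81 (standard error 0.22) in the combination than after tadalafil, and Clec7a, Cd52 and Plin4 were lower by 0.54 (standard error 0.17), 0.49 (standard error 0.15) and 0.55 (standard error 0.15) than after vorinostat. Within the first batch the gene permutation p was 8.38e-04 after tadalafil, 8.95e-04 after vorinostat and 0.157 after the combination, with 0.0635 for the latter in the second. The tadalafil call was lost without tadalafil 3 (0.0822), the vorinostat call without vorinostat 1 (0.461, other direction), and without vehicle 3 the list was enriched among lower genes after the combination (gene permutation p = 0.0137). These 2 arrays had the highest mean of the list, 7.93 in tadalafil 3 and 7.85 in vorinostat 1. Their choroid plexus markers were at 7.85 and 8.11, against 6.13 to 7.84 with vehicle. Other arrays did not share this pairing. Vorinostat 3, combination 4 and CM-414 2 were at 8.22, 8.07 and 8.29 for these markers and at 7.54, 7.50 and 7.57 for the list. CM-414 1 was at 6.28 for the markers and 7.77 for the list. Microglia markers, which share C1qa, Ctss and Trem2 with the list, were above vehicle in 10 of 11 cases after tadalafil (gene permutation p = 8.03e-04; 0.115 without vehicle 3) and 5 of 11 after vorinostat (0.175). The tadalafil call of the microglia markers did not hold with an estimated correlation.
Nicotinic acetylcholine receptor genes of the Reactome set of highly calcium permeable receptors were lower in 8 of 11 cases after vorinostat, with a median of -0.09. The receptor subunit genes Chrna3 and Chrna6 were at -0.59 (standard error 0.46) and -0.22 (standard error 0.19). The set was enriched among lower genes after vorinostat (gene permutation p = 0.0199, p = 0.452 with an estimated correlation; 0.0103 in the first batch), and did not pass after the combination (0.0708; 0.00535 in the first and 0.882 in the second batch) or tadalafil (0.356). The vorinostat call was lost without vehicle 3 (0.0544), vehicle 7 (0.0548) or vorinostat 1 (0.206), and the combination passed without vehicle 1 (0.0410), vehicle 5 (0.0453), vehicle 7 (0.0478), combination 3 (0.0113) or combination 4 (0.0456), all by the same permutation. Genes of amyloid production and clearance did not pass in any of the 3 comparisons: the gene permutation p was 0.312 after the combination, 0.347 after vorinostat and 0.0849 after tadalafil. Within the first batch these were 0.394, 0.0511 and 0.0270, and 0.812 for the combination in the second. The tadalafil value passed without tadalafil 1 (0.0370), tadalafil 2 (0.0347), vehicle 5 (0.0487) or vehicle 6 (0.0374).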

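Genes that CREB, the cAMP response element binding protein, is known to switch on were enriched among the higher genes after vorinostat, tadalafil and the combination by permutation of genes, and in none of them with an estimated correlation (p = 0.127, 0.655 and 0.548). After vorinostat 35 of the 54 measured CREB targets (of 55 listed) were above vehicle, and 6 rose when adjusted over the list alone. These were the antiproliferative gene Btg2 at a log2 fold change of 0.90 (standard error 0.19), the phosphatase gene Dusp1 at 0.80 (standard error 0.20), Tiparp at 0.67 (standard error 0.14), the kinase gene Sik1 at 0.55 (standard error 0.13), Gadd45g at 0.50 (standard error 0.13) and Trib1 at 0.34 (standard error 0.10), with 3 and 7 arrays. After tadalafil 31 of 54 were above vehicle and Btg2 rose by 0.74 (standard error 0.19) when adjusted over the list alone. After the combination 31 of 54 were above vehicle and 0 passed over the list alone by limma (4 of the smallest p were Btg2 at 0.41, Gadd45g at 0.26, Pim1 at -0.19 and the activity-dependent transcription factor Npas4 at 0.50, with standard errors of 0.15, 0.10, 0.09 and 0.24). No CREB target passed over all genes tested in these 3 comparisons.
As a list, the CREB targets had a normalized enrichment score of 2.39 after vorinostat (gene permutation p = 9.15e-04), 1.83 after tadalafil (gene permutation p = 0.00160) and 1.78 after the combination (gene permutation p = 0.00283). Their mean log2 expression was 7.74 ± 0.15 (SD, n = 7) for vehicle, 7.87 ± 0.07 (SD, n = 3) for vorinostat, 7.79 ± 0.08 (SD, n = 3) for tadalafil and 7.78 ± 0.10 (SD, n = 7) for the combination. In vehicle 1 to 7 it was 7.79, 7.87, 7.42, 7.73, 7.77, 7.83 and 7.75, in vorinostat 1 to 3 it was 7.86, 7.94 and 7.80, in tadalafil 1 to 3 it was 7.70, 7.82 and 7.86, and in combination 1 to 7 it was 7.85, 7.84, 7.90, 7.81, 7.70, 7.74 and 7.61. Vehicle 3, the lowest of these, had the thalamic glutamate transporter gene Slc17a6 at 11.53 against a mean of 8.02 in the other vehicle arrays. Without vehicle 3 the gene permutation p was 9.79e-04 after vorinostat (mean difference 0.08 against 0.13 with all arrays), 0.0725 after tadalafil and 0.390 after the combination with the score turned negative, and the combination call was also lost without combination 1 (0.0582) or combination 3 (0.103). After the combination the list was enriched among higher genes in the first batch (gene permutation p = 8.71e-04) and among lower genes in the second (0.00534), whereas with the batch as a block vorinostat was at 9.10e-04 and tadalafil at 0.0176. With both the block and no vehicle 3 or CM-414 3, vorinostat was at 0.0895 and tadalafil was enriched among lower genes (gene permutation p = 0.00971).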

Except for the mice that received vorinostat, several of the gene sets enriched by the other treatments were connected directly with CREB-dependent genes (M15359, combination versus saline, *p* = 0.008 and tadalafil versus saline, *p* = 0.002; M11370, combination versus saline, *p* = 0.010 and tadalafil versus saline, *p* = 0.045; M19129, combination versus saline, *p* = 0.023). Interestingly, the analysis identified enriched pathways and gene signatures associated with synaptic transmission (M2923) through the genes upregulated in the hippocampus of mice administered the combined therapy (vorinostat and tadalafil, *p* = 0.042), but not the individual treatments alone (vorinostat or tadalafil). This suggests that the transcriptional consequences of targeting HDAC and PDE5 together may underlie the recovery of memory function observed in the treated animals.

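Genes of the Reactome set for transmission across chemical synapses lay slightly above vehicle after the combination, in 93 of 158 measured cases (of 186 listed), with a median log2 difference of 0.02. The calcium channel gene Cacna1b was at 0.16 (standard error 0.05) and the vesicle priming gene Unc13b at 0.20 (standard error 0.09), whereas the potassium channel gene Kcnj2 was at -0.29 (standard error 0.12) and the GABA receptor gene Gabrr3 at -0.22 (standard error 0.09), with 7 arrays in each group. First in rank were Gabrg3 at 0.43 (standard error 0.25), Kcnj4 at 0.30 (standard error 0.18), the vesicular glutamate transporter Slc17a7 at 0.29 (standard error 0.40), and Gabra5 and Cacna1e, both at 0.27 (standard error 0.19). The vehicle mean of Slc17a7 is lowered by vehicle 3, at 8.67 against a mean of 11.53 in the other vehicle arrays. No member passed by limma, adjusted over all genes or adjusted over the list alone. After vorinostat 75 of 158 and after tadalafil 84 of 158 were above vehicle.
The set was enriched among the higher genes after the combination (normalized enrichment score 1.44, gene permutation p = 0.00715, p = 0.174 with an estimated correlation). The scores after vorinostat and tadalafil were -0.93 and -0.94, with a gene permutation p of 0.636 and 0.620. Tested directly, the combination lay above vorinostat in 104 of 158 genes (gene permutation p = 0.0159, p = 0.358 with an estimated correlation) and above tadalafil in 95 of 158 (gene permutation p = 0.0607, p = 0.193 with an estimated correlation). With the batch as a block these were 0.134 and 0.193. The call against vorinostat was lost without vorinostat 1 (0.461), combination 6 (0.0692) or combination 7 (0.0510), and that against tadalafil passed without tadalafil 1 (0.00405), combination 1 (0.0314), combination 2 (0.0348) or combination 7 (0.0471). The mean log2 expression of the set was 8.58, 8.61, 8.47, 8.56, 8.54, 8.56 and 8.55 in vehicle 1 to 7, and 8.54, 8.56, 8.58, 8.57, 8.58, 8.59 and 8.58 in combination 1 to 7. It was 8.50, 8.56 and 8.54 in vorinostat 1 to 3, and 8.57, 8.54 and 8.53 in tadalafil 1 to 3. Vehicle 3, the lowest, had the cortical transcription factor gene Fezf2 at 6.47 against a mean of 9.51 in the other vehicle arrays, and without it the gene permutation p after the combination was 0.208. Within the batches it was 0.0558 and 0.00453, and the vorinostat set was enriched among lower genes without vorinostat 2 (gene permutation p = 0.00166).

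**Figure D2:**
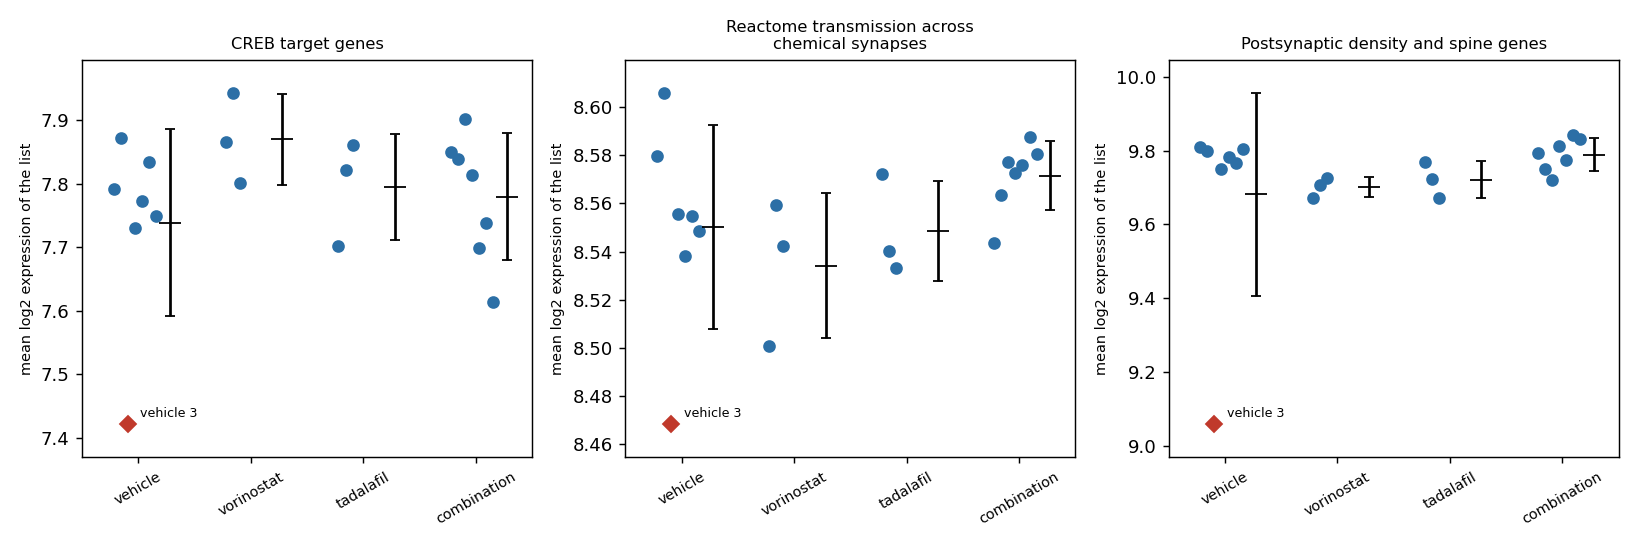
Mean log2 expression (vertical axes) of the CREB target genes, the Reactome set for transmission across chemical synapses, and genes of the postsynaptic density and spine, in each array of the 4 groups of the paper (horizontal axes); dots are arrays, the red diamond is vehicle 3, and the bars give the group mean and SD. Vehicle 3 is the lowest array for each list, at 7.42, 8.47 and 9.06.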

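Single genes moved little after the combination. The smallest p belonged to Pde4c, a cAMP phosphodiesterase gene, at a log2 fold change of -0.26 (standard error 0.06), and to Klhl1 at -0.47 (standard error 0.11), the retinol-binding gene Rbp3 at -0.39 (standard error 0.09), the calcium-binding gene Cabp5 at -0.39 (standard error 0.10), and Dhrs9 at -0.36 (standard error 0.09), with 7 arrays in each group. Among those higher were 1700028K03Rik at 0.42 (standard error 0.11) and Scgb1b27 at 0.47 (standard error 0.12). None of these passed, with an adjusted p of 0.995 from limma for each. Of 17092 genes, 0 rose and 0 fell after the combination by limma (691 had an unadjusted p under 0.05, 286 higher and 405 lower, against 854.6 expected by chance). The count was also 0 in each batch alone, without each array in turn and under all other settings run, including limma with array weights and with a trended and robust prior variance. Genes that the paper names or draws in Fig. 5 stayed near vehicle: the transgene's endogenous counterpart App was at 0.03 (standard error 0.05), the deacetylase gene Hdac2 at -0.09 (standard error 0.05) and the cGMP-dependent kinase gene Prkg2 at -0.18 (standard error 0.21), and all 13 had an adjusted p from 0.995 to 0.998.
After vorinostat 1 gene passed and after tadalafil 0, by limma (1497 and 909 at an unadjusted p under 0.05). Array weights gave 17 and 1, and the trended and robust variance 4 after vorinostat. After vorinostat 5 genes passed without vehicle 3 or CM-414 1, 3 without tadalafil 1, 2 without tadalafil 2, and 0 without vorinostat 1 or vorinostat 2, and 1 passed after tadalafil without vehicle 7. With the batch as a block, and within the first batch, it was 0 after vorinostat. Among the drug target genes, Hdac2 fell by 0.24 after tadalafil (standard error 0.06) when adjusted over the list alone, with an adjusted p of 0.592 over all genes. From the gene sets found with the combination and not with either drug alone, the paper proposes that targeting HDAC and PDE5 together has consequences for transcription that could lie behind the recovery of memory in the treated mice.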

**Fig. 5:**
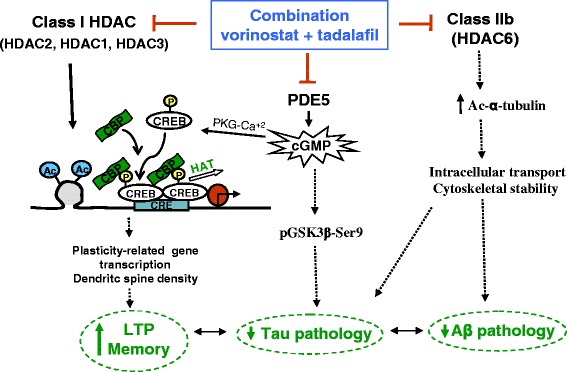
Putative mechanism of action involved in the restoration of pathological signs by the simultaneous inhibition of HDACs and PDE5. *HDAC* histone deacetylase, *Ac* acetyl, *PDE* phosphodiesterase, *PKG* protein kinase G, *LTP* long-term potentiation,  inhibition,  activation

## Discussion

There is convincing evidence that HDACs represent suitable drug targets for therapeutic intervention of AD [16, 20, 21]. However, their adverse side effects mean they are not an option for chronic treatments [22]. While the administration of selective HDACIs represents an attractive potential solution to this challenge [23], counteracting their off-target effects may require sacrificing some of the beneficial effects obtained with current broad-spectrum HDACIs. However, the use of low doses of pan-HDACIs in combination therapy could reduce toxic side effects and might synergistically enhance efficacy. Here, we demonstrate that the co-administration of sub-effective doses of tadalafil, a safe and well-tolerated specific PDE5 inhibitor, together with the HDACI, vorinostat, produces a synergistic effect that prevents the disruption in synaptic plasticity displayed in AD mice. The amelioration in memory impairment exhibited by the treated Tg2576 mice was accompanied by a significant reduction in amyloid and tau pathologies, and the recovery of dendritic spines. Indeed, this combination therapy induces a distinct transcriptional profile in the hippocampus of transgenic mice that may underlie the restoration of the AD phenotype.

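Ciart, Fmo2 and Polr2i departed from the sum of the single drug effects after the combination. Ciart, a repressor of the circadian clock, lay higher after each drug alone, at 8.16 ± 0.15 (SD, n = 3) with vorinostat and 7.86 ± 0.12 (SD, n = 3) with tadalafil, than with vehicle (7.32 ± 0.18, SD, n = 7) or the combination (7.41 ± 0.24, SD, n = 7). In the first batch, which holds all single drug arrays, Ciart was at 7.62, 7.69 and 7.62 in combination 1 to 3. Vehicle 1 to 3 were at 7.13, 7.16 and 7.64. In the second batch combination 4 to 7 were at 7.30, 7.35, 7.27 and 7.03, and vehicle 4 to 7 at 7.23, 7.42, 7.28 and 7.36. The departure of Ciart from the sum was -1.28 on the log2 scale (standard error 0.18, adjusted p = 0.00198 from limma). Fmo2, a flavin monooxygenase gene, was at 6.55 ± 0.25 and 6.71 ± 0.07 with the single drugs and at 5.79 with both vehicle (SD 0.31) and the combination (SD 0.25), a departure of -1.69 (standard error 0.23, adjusted p = 0.00198 from limma). Polr2i, a subunit gene of RNA polymerase II, departed by 0.74 (standard error 0.13, adjusted p = 0.0439 from limma). All 3 lost the call with the batch as a block, where the departures were -1.06, -1.32 and 0.61, and within the first batch. Ciart was called again by limma under the block without vehicle 3 and CM-414 3 (adjusted p = 0.0441) and in the first batch without vehicle 3 (adjusted p = 0.0402). Of 17092 genes 1742 had an unadjusted p under 0.05 for this departure, and limma with array weights called 249 against 3. Leaving out single arrays gave 2 to 6 genes, with 6 without vehicle 3 and 5 without vehicle 1, tadalafil 1 or combination 1. Polr2i lost its call without 16 of the 24 arrays, with an adjusted p up to 0.259 from limma without tadalafil 2.
By limma 0 genes differed between the combination and vorinostat (1434 at an unadjusted p under 0.05, smallest adjusted p 0.0804) or tadalafil (711, smallest 0.0526), with 2 and 6 under array weights and 1 and 2 with a trended and robust variance. Leaving out 1 array gave 1 gene against vorinostat without vehicle 3, vehicle 7 or combination 2. Against tadalafil it gave 2 without vehicle 7, vorinostat 2, combination 2 or combination 3, and 1 without vehicle 1, tadalafil 1 or tadalafil 2. As a list, the CREB targets were below the sum of the single effects in 30 of 54 cases (gene permutation p = 7.75e-04, p = 0.291 with an estimated correlation), and 7 were lower and 1 higher when adjusted over the list alone, among them Dusp1 at -1.27 (standard error 0.28), Btg2 at -1.23 (standard error 0.27) and Fos at -1.10 (standard error 0.33). Genes of tau and tubulin lay above the sum in 20 of 23 cases, with a median of 0.15 (gene permutation p = 7.98e-04, p = 0.0166 with an estimated correlation). With the batch as a block the CREB targets stayed below the sum (gene permutation p = 0.00166; 0.254 and above it without vehicle 3 and CM-414 3 as well), while the tau and tubulin genes did not pass (0.452).
The log2 fold changes of the combination correlated across genes with those of vorinostat at r = 0.393 and of tadalafil at r = 0.488, and genes are not independent replicates. Unchanged groups simulated with a shared vehicle group of 7 arrays gave 0.384 and 0.382. The covariances were 0.00622 and 0.00670 against 0.00591 and 0.00589 simulated. With the vehicle arrays split between the 2 comparisons, the median r of 70 splits was -0.02 and 0.01. With the batch as a block r of the combination was 0.454 with vorinostat and 0.574 with tadalafil. Between vorinostat and tadalafil r was 0.513 against 0.292 simulated, 0.134 with split controls and 0.622 with the batch as a block. The simulated and split values disregard that all arrays of these drugs lie in the first batch while vehicle spans both, so a shared batch is not removed from them.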

Chromatin remodelling due to changes in histone acetylation induces the transcription of genes that encode proteins involved in the growth of new synapses and the increase in synaptic strength [24, 25]. The enhancement of hippocampus-dependent memories by HDACIs required CREB and its interaction with CBP [10]. Indeed, a novel HDACI, crebinostat, enhances memory in mice by facilitating CREB-dependent transcription [11]. Here, we demonstrate a synergistic effect of vorinostat and tadalafil in the induction of the epigenetic response (AcH3K9 levels), suggesting that both the pathways affected by these inhibitors may interact at some point. By elevating cGMP levels, PDE5 inhibition may also produce CREB activation and the recruitment of CBP, a histone acetyltransferase capable of altering chromatin structure [26]. This mechanism could be responsible for restoring LTP and enhancing memory, as observed when the combination of vorinostat and tadalafil was administered to AD transgenic mice. Moreover, the fact that the reversion of memory deficits and synapse loss in aged Tg2576 mice was maintained even after a washout period of 4 weeks suggests that targeting HDAC and PDE5 simultaneously triggers long-lasting changes in plastic remodelling that may be particularly interesting to counteract memory decline in AD.

GSEA data show that the pathways associated with synaptic plasticity are affected by combined treatment with vorinostat and tadalafil and that these effects may be responsible for enhancing memory in Tg2576 mice by augmenting the expression of genes involved in synaptic transmission. 

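Genes of the postsynaptic density and dendritic spine were above vehicle after the combination in 32 of 33 measured cases (of 36 listed), with a median log2 difference of 0.10. The metabotropic glutamate receptor gene Grm5 was at 0.22 (standard error 0.13), the spine actin-binding gene Dbn1 at 0.14 (standard error 0.10), and the AMPA receptor genes Gria1 and Gria3 at 0.18 (standard error 0.14) and 0.14 (standard error 0.11), with 7 arrays in each group. No member passed by limma, adjusted over the list alone or over all genes. The mean of the list was 9.79 ± 0.04 (SD, n = 7) with the combination and 9.68 ± 0.27 (SD, n = 7) with vehicle, where vehicle 3 was at 9.06 and the others between 9.75 and 9.81. The list was enriched among higher genes after the combination (normalized enrichment score 2.29, gene permutation p = 8.99e-04, p = 0.289 with an estimated correlation), at 8.49e-04 and 0.0446 within the batches, and at 0.995 without vehicle 3. After tadalafil 19 of 33 were above vehicle (gene permutation p = 0.0325, p = 0.866 with an estimated correlation), at 8.25e-04 with the batch as a block, a call lost without tadalafil 1 (0.289) or tadalafil 2 (0.0901) and turned to lower without vehicle 3 (0.00611). After vorinostat 18 of 33 were above vehicle (gene permutation p = 0.360; 0.00180 with the batch as a block), and without vehicle 3 the list was enriched among lower genes (0.00628).
Genes of NMDA receptor activation were above vehicle after the combination in 16 of 27 cases (gene permutation p = 0.0161, p = 0.369 with an estimated correlation), among them the kinase gene Camk4 at 0.18 (standard error 0.14), and the neurofilament gene Nefl was at -0.13 (standard error 0.08). Within the batches this was 0.177 and 0.0287, and without vehicle 3 it was 0.583. Presynaptic vesicle genes did not pass after the combination (gene permutation p = 0.136; median 0.03 with a score of -1.28, which differ in sign). After vorinostat they were lower in 20 of 29 cases, with the cell adhesion gene Nrxn2 at -0.29 (standard error 0.09) and the complexin gene Cplx1 at -0.25 (standard error 0.11; gene permutation p = 0.00359, p = 0.259 with an estimated correlation, and 0.0273 with the batch as a block). Genes of the neurotransmitter release cycle were above vehicle in 23 of 40 cases after the combination and did not pass (gene permutation p = 0.357; 0.281 and 0.0667 within the batches).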

The restoration of LTP in APP/PS1 slice mice administered these two inhibitors supports this hypothesis. Interestingly, using a theoretical-biological model that simulates the induction of LTP and of Rubinstein-Taybi syndrome (RTS)-induced LTP deficits, it was predicted that the combination of HDAC and PDE inhibitors would rescue LTP deficits in the RST model [27]. Our results verify the beneficial synergistic effects predicted by this theoretical model.

With regard to AD markers, a reduction in tau pathology was observed in all the mice that received the inhibitors, alone or in combination. Indeed, PDE5 inhibition through the regulation of the Akt/GSK3β pathway is believed to decrease pTau levels [17, 28]. Moreover, the activity of vorinostat on HDAC6 (IC50 10 nM) increases α-tubulin acetylation, possibly one of the mechanisms involved in the amelioration of the tau pathology [29, 30]. Evidence is accumulating that α-tubulin acetylation plays a critical role in the clearance of misfolded and aggregated proteins, since it has been shown to influence aggresome formation as a means of cell protection [31, 32]. Thus, the inhibitory effect of vorinostat on HDAC6 is also likely to participate in the amelioration of amyloid pathology observed with the combination therapy [33, 34]. Nevertheless, a synergistic effect on the transcription of genes involved in amyloid production and/or clearance should also be considered since no effect was observed in the mice that receive vorinostat alone (pan-HDAC inhibitor). Thus, further studies will be necessary to explore the mechanisms involved in the reduction of amyloid and tau pathologies.In summary, the concomitant inhibition of HDAC and PDE5 shown in this study may reverse AD-related pathology through different mechanism of action, some of which remain to be explored (Fig. 5).

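After the combination 15 of 33 measured genes of amyloid production and clearance (of 36 listed) were above vehicle, with a median log2 difference of -0.01 and a mean of 0.01. The secretase genes Bace2 and Adam17 were at 0.19 (standard error 0.10) and -0.16 (standard error 0.08), the gamma-secretase subunit gene Aph1b at -0.11 (standard error 0.07) and the cholesterol transporter gene Abca1 at -0.16 (standard error 0.09), with 7 arrays in each group. After vorinostat the sorting receptor gene Sorl1 was at -0.30 (standard error 0.13) and after tadalafil the microglial receptor gene Trem2 was at 0.36 (standard error 0.17). No member passed by limma over all genes or adjusted over the list alone in these comparisons. As a list the genes were enriched among higher genes after tadalafil with the batch as a block (gene permutation p = 0.0215) and not in the fit without it.
The combination departed from the sum of the single drug effects by -0.41 for Aph1c (standard error 0.13), 0.47 for Sorl1 (standard error 0.18) and 0.33 for the apolipoprotein gene Apoe (standard error 0.15), none past the test. As a list, 14 of 33 lay above the sum (gene permutation p = 0.429, p = 0.948 with an estimated correlation), and with the batch as a block it was enriched among genes below the sum (gene permutation p = 0.0110). The mean log2 expression of the list was 9.14 ± 0.05 (SD, n = 7) with vehicle, 9.14 ± 0.06 (SD, n = 3) with vorinostat, 9.17 ± 0.06 (SD, n = 3) with tadalafil and 9.15 ± 0.04 (SD, n = 7) with the combination. Ttr, the transthyretin gene, belongs to this list and to the choroid plexus markers, and was at 0.40 (standard error 0.58) after the combination and 1.30 (standard error 0.75) after vorinostat.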

## Conclusions

In summary, we propose a new therapeutic approach with potential to treat AD that simultaneously targets HDAC and PDE5. This synergism may make it possible to achieve more optimal safety profiles for HDACIs, making them suitable for chronic treatments. On the one hand, this study suggests that potent HDAC inhibition is not necessary to obtain an efficacious functional response (H3K9 acetylation), and on the other hand, if the changes induced in gene expression underlie the recovery of memory, then simply activating specific gene programmes might be sufficient. Accordingly, molecules with a short half-life and residence time might even produce optimal therapeutic effects. Hence, this may just be the starting point to design and identify molecules with adequate dual activity and that are both efficacious and safe. Moreover, the data presented validate the use of a systems therapeutics approach to drug discovery.

## Methods

### Drugs

For *in vitro* studies, tadalafil (Euroasian Chemicals Private Ltd., Mumbai, India) and vorinostat (Cayman Chemical Company, Ann Arbor, MI, USA) were dissolved in DMSO at 10 mM and to final concentrations in medium cell. For *in vivo* studies, tadalafil (Cialis, Eli Lilly & Company) was administered *in vivo* by oral gavage at a dose of 1 mg/kg and was prepared as previously described [17]. Vorinostat was administered intraperitoneally (i.p.) at a dose of 12.5 mg/kg and was dissolved in 10 % DMSO, 10 % Tween-20 and 90 % saline solution.

### Primary neuronal cultures and treatments

Primary neuronal cultures were obtained from the hippocampus of embryonic day 16 (E16) wild-type (WT) mice and used at 15 days *in vitro* (DIV) [35]. Cultures were treated for 2 h with tadalafil, vorinostat or the combination of vorinostat and tadalafil at different concentrations during 2 h. For Western blot analysis, hippocampal neurons were collected after the different treatments in a cold lysis buffer with protease inhibitors [35].

### Acetyl-Histone H3 Lysine 9 (H3K9ac) cellular detection assay (AlphaLisa technology)

Briefly, 2000 cells (SH-SY5Y) were plated in a poly-d-lysine-treated 384-well plate. Cells were incubated with different concentrations of vorinostat and tadalafil during 2 h. After incubation, the medium was removed and cells were lysed, histones were extracted and histone carrying the acetylation mark was detected following the manufacturer’s instructions (PerkinElmer; Cat number AL714 A/C kit assay). Signal of acetylation mark was obtained after 18 h of dark incubation at room temperature and was normalized by the unmodified histone signal and calculated as folds over basal levels, considered as those obtained in the absence of assayed compounds.

### Slice recordings

Hippocampal slices from APP/PS1 mice, positive and WT littermate mice (6–9 months) were stimulated with bipolar electrodes and recorded with a glass microelectrode placed on the stratum radiatum of the hippocampal CA1 region to monitor extracellular postsynaptic field potentials (fPSPs). Baseline responses were recorded and test stimuli given at 0.1 Hz. Slope of fPSP was analyzed before and after high-frequency stimulation protocol. See the Additional file 1: Additional methods for further details.

### Animals and chronic treatments

Transgenic mice (Tg2576) overexpressing human amyloid precursor protein (hAPP) carrying the Swedish (K670N/M671L) familial AD mutation under control of the prion promoter [36] were used. Mice were on an inbred C57BL/6/SJL genetic background. Animals were housed four to five per cage with free access to food and water, and maintained in a temperature-controlled environment on a 12-h light-dark cycle. Tg2576 female mice (14–16 months old) were treated once daily with tadalafil (1 mg/kg, p.o.), vorinostat (12.5 mg/kg, i.p.), tadalafil (1 mg/kg, p.o.) + vorinostat (12.5 mg/kg, i.p.) (this treatment will be defined as combination therapy), or vehicle for 4 weeks. Behavioural and biochemical studies were performed comparing transgenic mice to age- and strain-matched transgenic negative littermates (WT).

### Behavioural studies

Behavioural studies were carried out during light time (from 9 a.m. to 2 p.m.). Protocols were approved by the Ethical Committee of the University of Navarra (in accordance with the European and Spanish Royal Decree 1201/2005).

#### Fear conditioning test (FC)

To evaluate the effects of drugs on cognitive function after 2 weeks of treatment, fear conditioning paradigm was used as described in [18]. Freezing scores were expressed as percentages. The conditioning procedure was carried out in a StartFear system (Panlab S.L., Barcelona, Spain).

#### Morris water maze test (MWM)

After 3 weeks of treatment, we used the MWM test to evaluate the working and reference memory function in Tg2576 mice, as previously described [17]. In addition, after a 4-week washout period of the drugs, a reversal phase of MWM was carried out. In this phase, the platform was placed in the opposite quadrant of the tank, and the hidden platform training during five consecutive days (four trials per day) was performed. All cues remained in their original positions. Memory retention was analyzed in a probe at day 6. All experimental procedures were performed blind to groups. Animals were euthanized 24 h after the last probe. One hippocampus of three animals per group (vehicle, vorinostat, tadalafil and the combination) was used for RNA extraction, Affymetrix microarray hybridization and data analysis (see Additional file 1: Additional methods).

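Arrays of the same group were close to each other over all probe sets. The correlation of log2 values between 2 arrays of a group was 0.979 to 0.983 with vorinostat, 0.983 to 0.986 with tadalafil, 0.981 to 0.986 with the combination and 0.970 to 0.986 with vehicle, so no array was a copy of another (highest value between any 2 arrays 0.986). Xist, the RNA of the inactive X chromosome, lay between 10.09 and 10.69 in all arrays, and the Y chromosome genes Kdm5d, Eif2s3y and Uty between 2.64 and 4.41, the pattern of female mice. With 3 arrays in the single drug groups, the number of arrays limits the precision: the median standard error of a log2 fold change was 0.11 for each drug alone and 0.09 for the combination.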

### Determination of Aβ levels

Parieto-temporal cortical Aβ42 levels were measured by using a sensitive sandwich ELISA kit (Invitrogen, Camarillo, CA). We measured Aβ42 pool containing intracellular and membrane-associated Aβ42 that may be more closely related to the expression of AD signs than other measured Aβ42 species [37]. The tissue was homogenized in a buffer containing SDS 2 %, Tris-HCl (10 mM, pH 7.4), protease inhibitors (Complete Protease Inhibitor Cocktail, Roche) and phosphatase inhibitors (0.1 mM Na3VO4, 1 mM NaF). The homogenates were sonicated for 2 min and centrifuged at 100,000×*g* for 1 h. Aliquots of supernatant were directly diluted and loaded onto ELISA plates in duplicate. The assays were performed according to the manufacturer’s instructions.

### Immunoblotting

For Western blot analysis of APP-derived fragments, SDS 2 % protein extracts were separated in a CriterionTM Tris-Tricine 10–20 % gradient precast gel (Bio-Rad, Hercules, CA, USA). For analysis of pTau and Tau, proteins were separated in a Criterion TM Bis-Tris 4–12 % gradient precast gel (Bio-Rad, Hercules, CA, USA). For further details, see Additional file 1: Additional methods.

### Dendritic spine measurements

A modified Golgi-Cox method was used [18, 38]. For each mouse (*n* = 4 per group), nine neurons (three dendritic segments were measured per neuron, at least 30 μm long) were analyzed.

### Data analysis and statistical procedures

The data was analyzed with SPSS for Windows, version 15.0 (SPSS, Chicago, IL, USA), and unless otherwise indicated, the data is expressed as means ± standard error of the mean (S.E.M.). Normal distribution of data was checked by the Shapiro-Wilk test.

In the MWM, latencies to find the platform were examined by a two-way repeated measures ANOVA test (genotype × trial) to compare the cognitive status in WT mice and Tg2576 mice. Likewise, the treatment effect in spatial memory was examined also by a two-way repeated measures ANOVA test (treatment × trial) followed by post hoc Scheffe’s analysis. In those cases where no interaction was found between factors, the *F* value associated to genotype or treatment main effect will be shown. When two groups were compared, Student’s *t* test was used, whereas when more than two experimental groups were compared, one-way ANOVA followed by post hoc Scheffe’s test was used. Each biochemical assay was repeated, at least, three times, and the data were analyzed using one-way ANOVA followed by post hoc Scheffe’s test.

## Additional file

Additional file 1:
**Additional methods.** **Table S1.** Pharmacokinetic parameters and blood-brain barrier permeability for vorinostat and tadalafil. **Figure S1.** Mean plasmatic concentration evolution versus time after different administrations of vorinostat (SAHA, 12.5 mg/kg, i.p. administration) (**a**), tadalafil (1 mg/kg, oral administration) (**b**) and concomitant vorinostat and tadalafil administration (12.5 mg/kg, i.p. administration, and 1 mg/kg, oral administration, respectively) (**c**). **Figure S2.** Memory tests after chronic treatment with vehicle in non-transgenic mice (WT) compared to transgenic mice (Tg2576). **Figure S3.** (**a**) Representative Western blot bands using the AT8 (pTau) antibody normalized to total tau (T46) in cortical tissues of WT and Tg2576 animals treated with vehicle. The histograms represent the quantification of the immunochemically reactive bands in the Western blot. An increase in pTau levels in Tg2576 mice receiving vehicle are shown compared to WT-vehicle mice. Results are expressed as mean ± SEM (*n* = 8–10 in each group) (***p* ≤ 0.01). (**b**) Representative Golgi staining images of the apical dendrites on CA1 hippocampal pyramidal neurons in WT and Tg2576 animals treated with vehicle. Scale bar: 10 μm. WT vehicle group showed a significantly higher level in the spine density of apical dendrites on hippocampal CA1 pyramidal neurons than Tg2576 vehicle mice (*n* = 34–36 neurons; ****p* ≤ 0.001).

## Abbreviations

AD: Alzheimer’s disease
APP: amyloid precursor protein
Aβ: amyloid-β
FC: fear conditioning
HDAC: histone deacetylase
LTP: long-term potentiation
MWM: Morris water maze
PDE: phosphodiesterase

# Supplementary material for: Concomitant histone deacetylase and phosphodiesterase 5 inhibition synergistically prevents the disruption in synaptic plasticity and it reverses cognitive impairment in a mouse model of Alzheimer’s disease
**Source:** Clin Epigenetics. 2015 Oct 8;7:108. doi: 10.1186/s13148-015-0142-9
**Supplement:** Additional file 1: — Additional methods. Table S1. Pharmacokinetic parameters and blood-brain barrier permeability for vorinostat and tadalafil. Figure S1. Mean plasmatic concentration evolution versus time after different administrations of vorinostat (SAHA, 12.5 mg/kg, i.p. administration) (a), tadalafil (1 mg/kg, oral administration) (b) and concomitant vorinostat and tadalafil administration (12.5 mg/kg, i.p. administration, and 1 mg/kg, oral administration, respectively) (c). Figure S2. Memory tests after chronic treatment with vehicle in non-transgenic mice (WT) compared to transgenic mice (Tg2576). Figure S3. (a) Representative Western blot bands using the AT8 (pTau) antibody normalized to total tau (T46) in cortical tissues of WT and Tg2576 animals treated with vehicle. The histograms represent the quantification of the immunochemically reactive bands in the Western blot. An increase in pTau levels in Tg2576 mice receiving vehicle are shown compared to WT-vehicle mice. Results are expressed as mean ± SEM (n = 8–10 in each group) (**p ≤ 0.01). (b) Representative Golgi staining images of the apical dendrites on CA1 hippocampal pyramidal neurons in WT and Tg2576 animals treated with vehicle. Scale bar: 10 μm. WT vehicle group showed a significantly higher level in the spine density of apical dendrites on hippocampal CA1 pyramidal neurons than Tg2576 vehicle mice (n = 34–36 neurons; ***p ≤ 0.001).

Additional methods

Slice electrophysiology

Hippocampal slices were obtained from APP/PS1 mice, positive and WT littermates mice (6-9 months). Animals were anaesthetized and decapitated. The brain was rapidly removed, placed in ice-cold modified cutting extracellular solution and sectioned in slices (400 μ m). Slices were incubated during >1 h at room temperature (22-24° C) in standard extracellular solution containing (in mM): NaCl 124, KCl 2.69, KH₂PO₄ 1.25, MgSO₄ 2, NaHCO₃ 26, CaCl₂ 2, and glucose 10, and was gassed with 95% O₂ /5% CO₂ (pH = 7.35). Cutting solution containing (in mM): N-Methyl-D-glucamin 93, KCl 2.5, NaH₂PO₄ 1.25, NaHCO₃ 30, Hepes acid 20, Glucose 25, thiourea 2, C₆H₇NaO₆ 5, Na-pyruvate 3, CaCl₂ 0.5 and MgCl₂ 10 (pH = 7.35). Slices were then transferred to an immersion recording chamber and perfused with gassed solution (30-34 °C) at a rate of 1-2 ml/min. The recording area was visualized under an Olympus BX50WI microscope (Olympus Optical, Tokyo, Japan). Bipolar platinum/iridium stimulation electrode of 50 μ m and the recording electrode were placed on *stratum radiatum* of hippocampal CA1 region to record synaptic activity. Recording glass microelectrodes of 3-5 M Ω were filled with NaCl 3 mM. Extracellular postsynaptic field potentials (fPSPs) were amplified (EX1; DAGAN Corporation; Minneapolis, MN), bandpass filtered between 0.3 Hz and 1.0 kHz, and digitized at 10.0 kHz (pCLAMP 9 software; Molecular Devices, LLC. Sunnyvale, CA). A stimulus intensity, which evoked half-maximum amplitude fPSPs, was used. Baseline responses were recorded for at least 10 min with test stimuli given at 0.1 Hz. The initial phase of the fPSP was used to quantify synaptic transmission; the slopes during the experiments are expressed as percentages of the baseline slope. Vorinostat (2 μ M), tadalafil (50 nM), or the combination of the aforementioned added to the external solution were perfused 15-20 min before LTP-induction protocol was applied, i.e., high frequency stimulation (HFS) consisting in 100 Hz trains delivered 4 times at 0.05 Hz.

Data are presented as mean $\pm$ S.E.M. Paired *t*-test and one-way ANOVA test were used to detect any significant changes in synaptic activity before and after the HFS and between different groups.

Pharmacokinetic Studies

Pharmacokinetic study of vorinostat (SAHA), tadalafil and concomitant vorinostat and tadalafil administration in plasma samples

Vorinostat and tadalafil were measured in plasma samples using a Xevo-TQ MS triple quadrupole mass spectrometer with an electrospray ionization (ESI) source and an Acquity UPLC (Waters, Manchester, UK).

Vorinostat solutions were prepared by dissolving the solid in DMSO and this solution was made up to a final volume by addition of 0.9% NaCl (1/9, v:v:v, DMSO/saline). A vorinostat dosage of 12.5 mg/Kg was administered as a single intraperitoneal injection. Tadalafil solution was administered as Cialis and prepared in the same way, with a dosage of 1 mg/Kg administered orally. For the concomitant administration, vorinostat and tadalafil were administered in the same way (IP and orally respectively). Blood was collected at predetermined times over 24 h post injection (0.17, 0.25, 0.5, 1, 2, 4, 8 and 24 h) into tubes containing citrate and plasma was obtained via centrifugation (4° C, 13200 rpm, 5 min) and stored at -80° C until analysis.

Chromatographic separation was performed by gradient elution at 0.45 mL/min using a XSelect CSH C18 column (50 x 2.1 mm, 2.5 μ m particle size; Waters). The mobile phase consisted of A: water with 0.1% formic acid, B: methanol with 0.08% formic acid. The autosampler temperature was set at 10° C and column temperature at 40° C. For detection and quantification, the electrospray ionization operated in the positive mode, and the collision gas used was ultra-pure argon at a flow rate of 0.15 mL min⁻¹. The analytes and internal standards were detected using multiple reaction monitoring (MRM).

Quantification was achieved by external calibration using matrix-matched standards. Concentrations were calculated using a weighted least-squares linear regression ($W = 1/x$). Calibration standards were prepared by adding the appropriate volume of diluted solutions of the compound (made in a mixture of methanol and water, 50:50, v:v) to aliquots of 25 μ L of blank plasma. 2% formic acid in acetonitrile was added to precipitate the proteins. This protein precipitation solvent contained 10 nM of vorinostat-d5 and tadalafil-d3, the internal standards. The mixture was then agitated for 5 min and centrifuged at 13200 rpm for 10 min at 4° C. The resulting supernatants were transferred to a Ostro plate (Waters, Manchester, UK), designed to remove

phospholipids. The resulting eluents were evaporated at 37° C under a stream of nitrogen. Residues were dissolved in 50 µL of a mixture of A and B phases (50:50, v:v). A 1.5 µL aliquot of the resulting solution was injected onto the LC-MS/MS system for analysis. Frozen plasma samples were thawed at room temperature, vortexed thoroughly and subjected to the above described extraction procedure.

The pharmacokinetic parameters were obtained by fitting the blood concentration-time data to a non-compartmental model with the WinNonlin software (Pharsight, Mountain View, CA). (Supplementary Figure 2 and Supplementary Table 1).

Determination of brain to plasma concentration ratios of vorinostat and tadalafil after administration of vorinostat, tadalafil or the combination

Vorinostat was injected (12.5 mg/Kg, i.p.) to mice and 0.25 h after injection plasma and brain samples were collected. A second study was conducted: vorinostat was administered in the same way (12.5 mg/Kg, i.p) and tadalafil was administered orally as Cialis with a dosage of 1 mg/Kg; 0.33 h after injection plasma and brain samples were collected. Samples were frozen at 80° C until further process for analysis.

Chromatographic separation was performed by gradient elution at 0.4 mL/min using an Acquity UPLC BEH C18 column (100 x 2.1 mm, 1.7 µm particle size; Waters). The mobile phase consisted of A: water with 0.1% formic acid, B: methanol. The autosampler temperature was set at 10° C and column temperature at 45° C. Compound detection in plasma and brain samples was carried out as described previously for plasma samples for PK. Quantification and sample preparation in the case of brain samples was similar to that applied to plasma samples. Brain samples were thawed unassisted at room temperature and homogenized using a Branson 250 ultrasonic sonifier (Branson, Danbury, Connecticut, USA). When homogenized, 75 mg were weighted and extracted as described previously, with the difference that residues were dissolved in 100 µL of a mixture of methanol and water with 0.1% formic acid (75:25, v:v).

BBB permeability was reported as logBB, where BB is the ratio of the brain to serum concentration. When only vorinostat was administered, concentration values led to a logBB of -1.17 which indicates that about 6.7% of the compound in the bloodstream

crosses the BBB to reach the brain. According to previous studies performed in our laboratory, when only tadalafil was administered, concentration values led to a logBB of -0.89 (Garcia-Barroso et al. Neuropharmacology, 2013, 64, 114-123). In the case of concomitant vorinostat and tadalafil administration, concentration values obtained determined 20 minutes after administration led to a logBB value equal to -1.3 for vorinostat and -1.0 for tadalafil, which indicate that about 5.5% of vorinostat (SAHA) and 11.0% of tadalafil in plasma cross the BBB; thus, corresponding brain concentrations are 345.5 and 30 nmol/Kg respectively. (Supplementary Table 1).

Immunoblotting

In all cases, the membranes were blocked and incubated overnight with the following primary antibodies: mouse monoclonal 6E10 (amino acids 1–16 of A β peptide, 1:1000, Covance, San Diego, CA, USA), mouse monoclonal anti-p-Tau AT8 (1:1000; Thermo Fisher Scientific, Rockford, USA), mouse monoclonal anti-tau (1:5000, clone Tau46, Sigma-Aldrich, St. Luis, MO, USA), rabbit monoclonal anti-acetylated H3-Lys9 (1:1000 Cell Signalling Technology, Beverly, MA) mouse monoclonal anti-actin, (1:20 000, Sigma-Aldrich, St. Louis, MO, USA) in the corresponding buffer. Immunolabelled protein bands were detected by using HRP-conjugated anti-rabbit or anti-mouse antibody (1:5000, Santa Cruz Biotechnology, Santa Cruz, CA, USA) or anti-goat (1:1500, Dako) antibody following an enhanced chemiluminescence system (ECL, GE Healthcare Bioscience, Buckinghamshire, UK).

Affymetrix microarray hybridization and data analysis

The hippocampi were dissected and RNA was extracted with TRIzol Reagent (Invitrogen) according to the manufacturer's instructions. As a last step of the extraction procedure, the RNA was purified with the RNeasy Mini-kit (Qiagen, Hilden, Germany). Before cDNA synthesis, RNA integrity from each sample was confirmed on Agilent RNA Nano LabChips (Agilent Technologies). The sense cDNA was prepared from 300 ng of total RNA using the Ambion® WT Expression Kit. The sense strand cDNA was then fragmented and biotinylated with the Affymetrix GeneChip® WT Terminal Labeling Kit (PN 900671). Labeled sense cDNA was hybridized to the Affymetrix Mouse Gene 2.0 ST microarray according to the manufacturer protocols and using

GeneChip® Hybridization, Wash and Stain Kit. Genechips were scanned with the Affymetrix GeneChip® Scanner 3000. Microarray data files were submitted to the GEO (Gene Expression Omnibus) database and are available under accession number GSE62240.

Both background correction and normalization were done using RMA (Robust Multichip Average) algorithm {Irizarry, 2003 #162}. Then, a filtering process was performed to eliminate low expression probe sets. Microarray batches were hybridized and analyzed applying the criterion of an expression value greater than 16 in at least two samples for each experimental condition (hippocampi from mice treated with vorinostat, tadalafil, vorinostat and tadalafil and vehicle, n=3), 29590 probe sets were selected for statistical analysis. 

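Read as a floor of 16 on the linear scale, or 4 on the log2 scale, in at least 2 arrays of every group, the filter kept 34479 probe sets over the 5 groups and 34641 over the 4 groups of the paper. In the first batch alone, which has 3 arrays in each of the 4 groups, it kept 34187, and over at least 1 of the 5 groups 36846. Of all probe sets, 23521 named 1 gene, 1814 several and 16010 none. After the filter, 18177 probe sets named 1 protein-coding gene and 2785 named 1 gene of another kind. With the probe set of the highest mean taken for each gene, 17092 genes were tested.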

Probe sets corresponding to non-coding genes were filtered. R/Bioconductor {Gentleman #163} was used for preprocessing and statistical analysis. LIMMA (Linear Models for Microarray Data) {Smyth, 2004 #164} was used to calculate the fold-change for each treatment compared with the vehicle group.

Functional and pathway analysis

Enrichment analysis of gene sets was carried out using the fold change ranked list of genes as input to the non-parametric Kolmogorov-Smirnoff rank test as implemented in the GSEA (Gene Set Enrichment Analysis) software {Subramanian, 2005 #161}. Gene categories were selected from MsigDB database performing a query using keywords of interest (learning, creb, amyloid, aging, alzheimer, epigenetic, synaptic and neuron). A total of 95 gene sets were selected for further analyses. The p-values for each gene-set were computed based on 2500 permutation iterations. For each treatment we select those categories enriched with $p\text{-value} < 0.05$ in the up-regulated genes.

Additional Table 1. Pharmacokinetic parameters and blood-brain barrier permeability for vorinostat and tadalafil. Pharmacokinetic parameters were estimated by fitting the experimental data to a non-compartmental model using Winnonlin software for pharmacokinetic analysis for vorinostat (12.5 mg/Kg, i.p. administration), tadalafil (1 mg/Kg, oral administration) and concomitant vorinostat and tadalafil administration (12.5 mg/Kg, i.p. administration; and 1 mg/Kg, oral administration, respectively). The parameters are: Area Under the Curve (AUC); half life of the product ($T_{1/2}$); clearance (Cl); volume of distribution (V_z); time to reach maximum plasma concentration (T_{max}); blood-brain barrier permeability (LogBB); brain to plasma concentration ratio (BP ratio).

Parameter	Value			
	Vorinostat<br>(12.5mg/Kg,<br>i.p.)	Tadalafil<br>(1mg/Kg, oral)	Vorinostat&Tadalafil (12.5mg/Kg,<br>i.p.; 1mg/Kg, oral)	
			Vorinostat	Tadalafil
AUC_{0-inf} (h*nM)	3361	3084	2502	3190
**T_{1/2} (h)^a**	14.5	7.9	9.5	4.9
**Cl/F (L/h)^b**	0.42	0.02	0.46	0.02
**V_z/F (L)^b**	8.8	0.26	6.3	0.14
**Norm. V_z/F (L/Kg)**	295.3	9.5	259.1	5.7
**T_{max} (h)**	0.25	2	0.17	2
**Brain concentration<br>(nmol/Kg)**	396 ^c	999 ^d	345.5 ^e	30.0 ^e
**Plasma<br>concentration (nM)**	5894 ^c	7788 ^d	6444	288e
**LogBB**	-1.17 ^c	-0.89 ^d	-1.4 ^e	-1.0 ^e
**BP ratio (%)**	6.7 ^c	12.8 ^d	5.5 ^e	11.0 ^e

^a Half life is terminal half life ($\lambda_{1/2}$).

^bFor extravascular models (IP), the fraction of dose absorbed cannot be estimated and therefore, Volume and Clearance for these models are Volume/F and Clearance/F, where F is the fraction absorbed. Volume of distribution is the volume of distribution based on the terminal phase for these models (V_z).

^c Determined at T_{max} .

^d Reference: Garcia-Barroso et al. Neuropharmacology, 2013, 64, 114-123 (for a dose of 15 mg/Kg of tadalafil at 90 min)

^e Determined at 20 min.

Additional Figure S1:

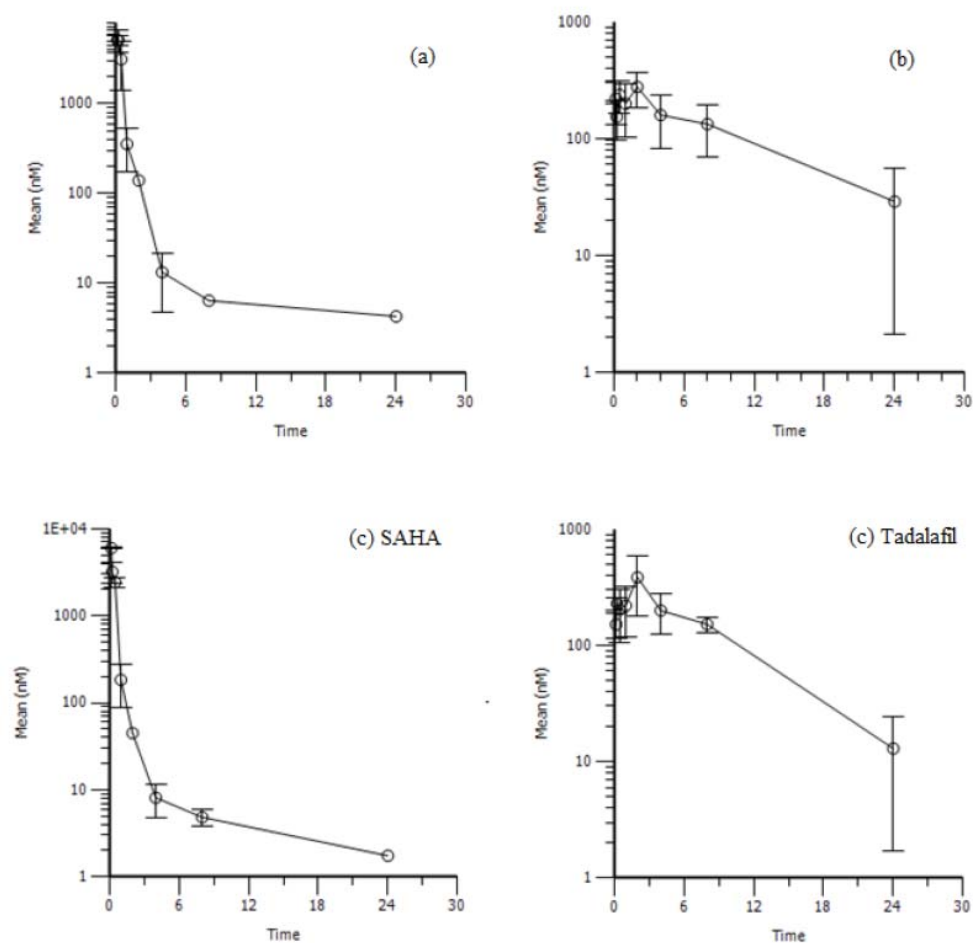

Legend Additional Figure S1: Mean plasmatic concentration evolution versus time after different administrations of vorinostat (SAHA, 12.5 mg/Kg, i.p. administration) (a), tadalafil (1 mg/Kg, oral administration) (b) and concomitant vorinostat and tadalafil administration (12.5 mg/Kg, i.p. administration; and 1 mg/Kg, oral administration, respectively) (c).

Additional Figure S2

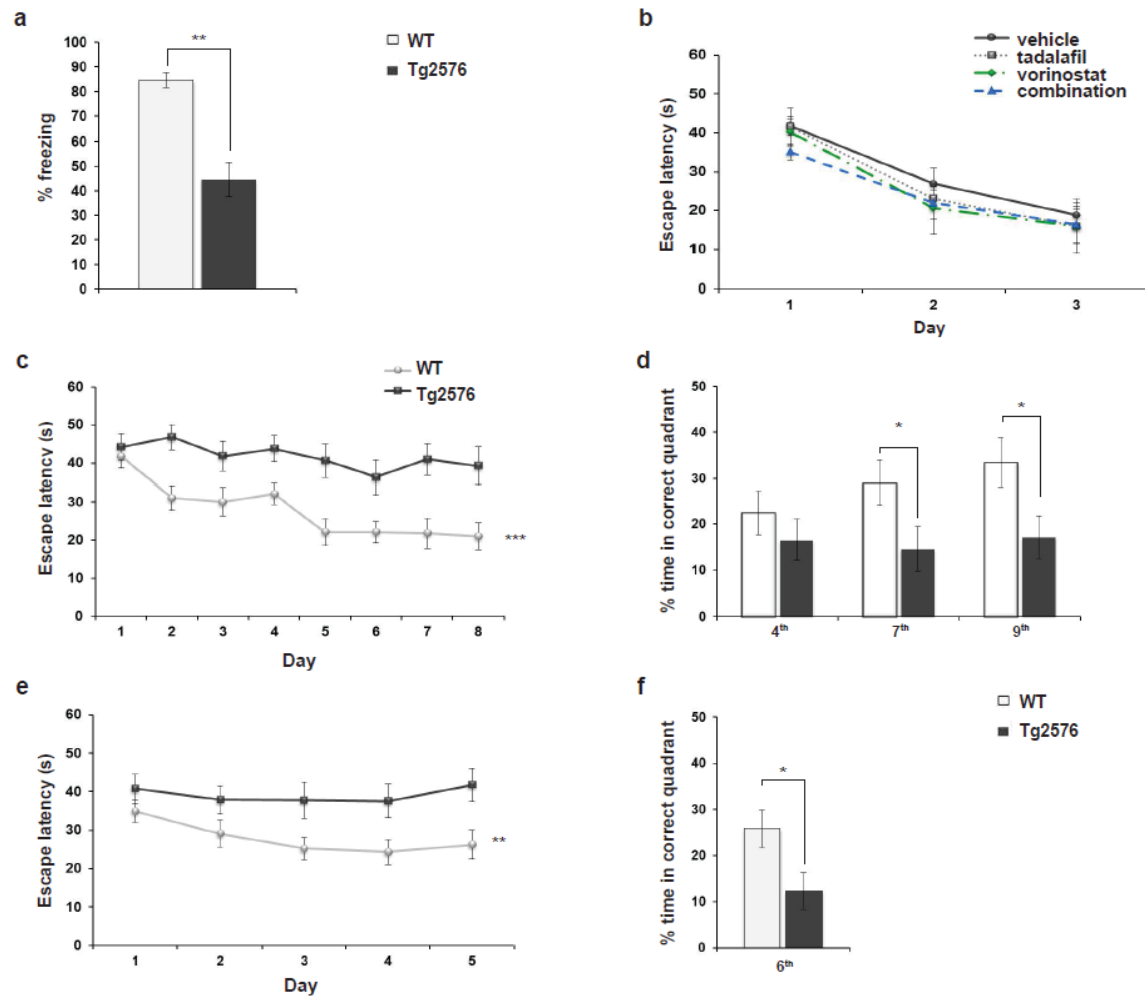

Legend Additional Figure S2. Memory tests after chronic treatment with vehicle in non-transgenic mice (WT) compared to transgenic mice (Tg2576). **(a)** Vehicle-treated Tg2576 mice exhibited significantly less freezing behaviour than WT vehicle counterparts ($*** p \leq 0.001$) in the fear conditioning task. Data represent the percentage of freezing time during a 2 min test. In this and all subsequent figures, results are expressed as mean $\pm$ SEM ($n=10-12$ per group). **(b)** No significant differences in escape latency were detected among groups (Tg2576 treated with vehicle, vorinostat, tadafafil and combination therapy) during any of the 3 days of visible-platform training. **(c)** Escape latency of the hidden-platform in the MWM test for the Tg2576 mice treated with vehicle and WT vehicle mice ($*** p \leq 0.001$). **(d)** Percentage of time spent in correct quadrant during probe test (days 4, 7 and 9). Tg2576 vehicle mice performed significantly worse than WT vehicle mice on days 7 and 9 ($* p \leq 0.05$). **(e)** Escape latency of the reversal MWM test for the Tg2576 mice treated with vehicle versus WT vehicle mice after washout period ($** p \leq 0.01$). **(f)** Percentage of time spent in correct quadrant during the probe on day 6. Tg2576 mice receiving vehicle performed significantly worse than WT mice ($* p \leq 0.05$).

Additional Figure S3

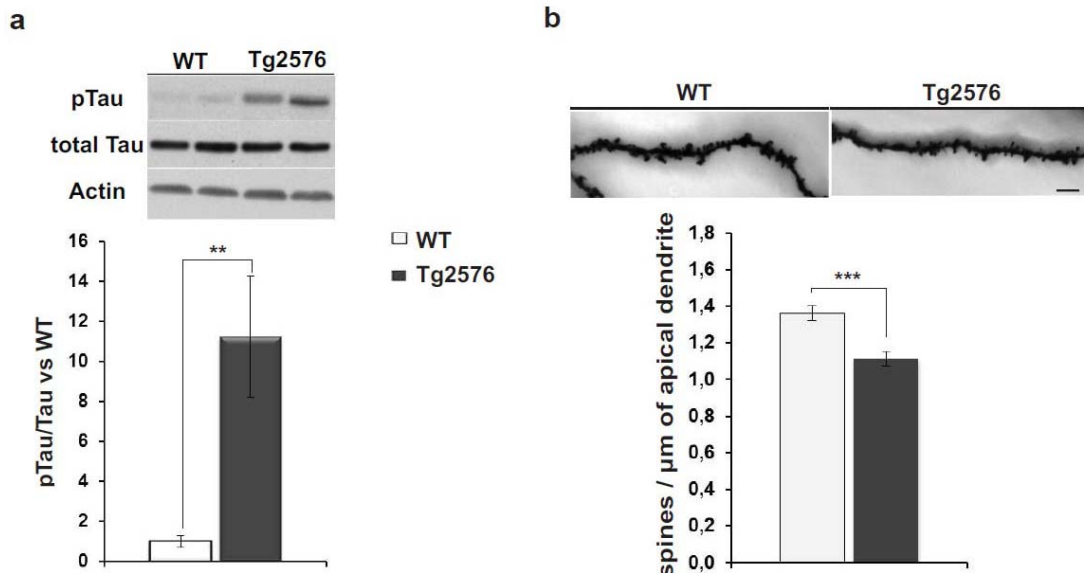

Legend Additional Figure S3. (a) Representative western blot bands using the AT8 (pTau) antibody normalized to total tau (T46) in cortical tissues of WT and Tg2576 animals treated with vehicle. The histograms represent the quantification of the immunochemically reactive bands in the western blot. An increase in pTau levels in Tg2576 mice receiving vehicle are shown compared to WT-vehicle mice. Results are expressed as mean $\pm$ SEM. (n= 8-10 in each group) (** $p \leq 0.01$). (b). Representative Golgi staining images of the apical dendrites on CA1 hippocampal pyramidal neurons in WT and Tg2576 animals treated with vehicle. Scale bar: 10 μm . WT vehicle group showed a significant higher level in the spine density of apical dendrites on hippocampal CA1 pyramidal neurons than Tg2576 vehicle mice (n = 34-36 neurons; *** $p \leq 0.001$).

How the deposited data were processed for this re-analysis (not part of the article)

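Affymetrix Mouse Gene 2.0 ST arrays measured hippocampal RNA, extracted with TRIzol and RNeasy, from single animals of 5 groups: vehicle (7 arrays), vorinostat (3), tadalafil (3), both drugs (7) and CM-414 (4). The authors normalized the arrays by RMA and deposited 1 table of log2 values for 24 arrays; the version of RMA is not given in the sources used here. The array of each column was taken from its label. The number of arrays limits the precision, and scanner files were not used here. The sources used here do not say which animals shared a litter, cage or day.
Gene names came from the platform annotation, where 23521 probe sets name 1 gene, 1814 several and 16010 none; gene type came from an annotation of GRCm38.p6, used for names and types only. After the paper's methods, a probe set was kept when it exceeded 4 on the log2 scale (16 on the linear scale) in at least 2 arrays of each group. Probe sets naming several genes and non-coding genes were left out, and for a gene with several probe sets the one with the highest mean over all arrays was taken. This left 17092 genes.
Groups were compared with limma 3.58.1 in R 4.3.3 in a fit over all 24 arrays, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The comparisons were each treatment against vehicle, the combination against each single drug, and the combination against the sum of the single drug effects. Genes were ranked by log2 fold change and 36 gene lists were tested by preranked GSEA with fgsea 1.28.0 (weight 1, 2500 permutations of genes, seed 1). A gene permutation p near 0.0008 is about the smallest that 2500 permutations can give. This test treats the members of a list as independent, so camera with an estimated and with a preset correlation of 0.01, and fry, were run beside it; fry asks whether the genes of a list move 1 way on balance and does not compare them with other genes. A scan covered 872 Reactome sets of 10 to 500 genes. The gene sets of the paper's own GSEA were not used here. All lists were written before the data were examined, except those of clock genes and glucocorticoid-induced genes, which were written after Ciart and Fmo2 had been seen. The list of postsynaptic density and spine genes was fixed beforehand and was given as much weight as the lists of the paper's claims only after its result was seen.
The text names genes by a rule fixed before the data were examined. For each treatment against vehicle these are the 12 largest rises and falls past the adjusted p, and where fewer than 10 pass also the 10 of smallest p. Added to these are the 13 genes that the paper names or draws in Fig. 5, and from each list behind a claim the members past an adjusted p over the list alone or else the 4 of smallest p. Members of a leading edge are the 5 first in rank. Named outside the rule, after their values were seen, were Fmo2, Polr2i, marker genes of arrays that stand apart, and members of lists that no claim rests on.
The alternatives were other filters, the mean of the probe sets, non-coding genes kept, array weights, a trended and robust prior variance, arrays centred on their median, the first principal component, the replicate number as a block, only the groups compared, other rankings and set tests, and each array left out in turn. After seeing the data, 6 were added: the batch seen in small nucleolar RNAs as a block, each batch alone, vehicle 3 and CM-414 3 left out, and 2 that join these. Up to 100 other splits of the arrays were fitted for each comparison. The scripts were tested on simulated data in which 100 genes were changed by 0.5 and 100 by 1 on the log2 scale. They recovered 87 and 98% of these in the combination, 62 and 96% with vorinostat, 57 and 95% with tadalafil and 73 and 97% with CM-414, and called 18, 10, 11 and 3 unchanged genes besides.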

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

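The tests for tissue in both arrays that stand apart and for the batches were chosen only after the result was seen. So were those for the batch, the clock phase and the glucocorticoids behind Ciart. The same holds for the lists and genes searched for arrays apart. It also holds for the weighing of list differences by their standard error over arrays. In 48 tests of a list or gene within a group, 12 found an array apart from the rest, 9 of them vehicle 3 or CM-414 3, and 5 different arrays were found in all. Chance alone finds one in about 1 in 20 such tests (2.4 of 48), but the tests share the same arrays and are not independent. Vehicle 3 was lowest for the CREB targets (7.42), the postsynaptic density and spine genes (9.06), the dentate gyrus markers (6.53), the CA1 markers (7.36) and the CA2 and CA3 markers (6.96), and highest for the thalamus markers (9.17). CM-414 3 was at 9.04 for the postsynaptic density and spine genes, 9.52 for the thalamus markers and 7.04 for the CA1 markers. The others were CM-414 2 for the choroid plexus markers (8.29), combination 3 for the dentate gyrus markers (6.68) and vehicle 7 for Fmo2 (5.09).
In vehicle 3 and CM-414 3 the 500 genes that deviated most held at least 43.2% of the squared deviation. Other arrays reached at most 36.8%, which argues against poor signal or RNA quality. Tissue from outside the hippocampus may account for vehicle 3. Its thalamus, CA1 and dentate gyrus markers differed from the other vehicle arrays by 1.57, -1.24 and -0.81. In CM-414 3 the thalamus and CA1 markers differed from the other CM-414 arrays by 1.91 and -1.39. There such tissue cannot be told apart from other causes, because the dentate markers (6.50) were not apart from CM-414 4 (6.57). Without vehicle 3 the gene permutation p after the combination was 0.390 for the CREB targets, 0.995 for the postsynaptic density and spine genes and 0.208 for transmission across chemical synapses, and after tadalafil 0.0725 for the CREB targets, so tissue in vehicle 3 may account for these calls, while after vorinostat it cannot be told apart from other causes, since the CREB targets were at 9.79e-04, near the smallest value the test can give, but their mean difference from vehicle fell from 0.13 to 0.08 (standard error over arrays 0.07). A shift between batches is argued against after the combination, since vehicle and combination have the same split over the batches and a shift cannot act within a batch, where the lists were enriched among higher genes (CREB targets 8.71e-04 in the first, postsynaptic density and spine genes 0.0446 and transmission across chemical synapses 0.00453 in the second); why the CREB targets were enriched among lower genes in the second (0.00534) was not tested. Chance could not be excluded. Of 100 splits, the real one included, a score as large came in 54 for the CREB targets after the combination (real 1.78, highest other 2.74). It came in 40 for the postsynaptic density and spine genes (2.29 and 2.68) and 34 for transmission across chemical synapses (1.44 and 1.82). For the CREB targets it came in 6 after vorinostat (2.39 and 2.74) and 28 after tadalafil (1.83 and 2.44). These splits disregard the batch. For the single drugs the batch cannot be told apart, as with the batch as a block the CREB targets were at 9.10e-04 after vorinostat and 0.0176 after tadalafil but with mean differences of only 0.11 and 0.04 (standard error over arrays 0.10 for each), and tissue and batch together stay open (0.0895, and 0.00971 among lower genes, under the block without vehicle 3 and CM-414 3), as does a response to the drugs, untested.
Small nucleolar RNA probe sets, of 76 such genes on the array, showed a division of the arrays that runs through vehicle and combination alike. Snord13, by whose values the arrays were divided, was higher in vehicle 4 to 7 than in vehicle 1 to 3 by 2.90. In combination 4 to 7 it was higher than in combination 1 to 3 by 2.78. These differences follow from the division and are no separate evidence for it. Other such genes moved either way, with Snora16a at 1.56 and 1.16 and Snord11 at -1.01 and -1.12 in vehicle and combination. Over other genes, the differences along this division in the 2 groups had a covariance of 0.00898, and of 1225 pairs of splits only 1, the real one, was as high (highest other 0.00834), while 212 genes passed an adjusted p between the batches by limma. This may be a difference between hybridization batches, which the paper's methods mention. No biological explanation was tested, since nothing in the design divides the mice in this way.
Ciart was higher after vorinostat by 0.84 (standard error 0.13, adjusted p = 0.0140 from limma, n = 3 and 7), a gene the paper does not name, and its call was lost without vorinostat 1 (0.105) or vorinostat 2 (0.117). A batch difference as the whole cause is argued against by the fold of 0.84 within the first batch (standard error 0.13), though the call ended there (adjusted p = 0.269 from limma) and with the batch as a block (0.72, standard error 0.13, 0.145), and was made without vehicle 3 in the first batch (1.01, standard error 0.10, 0.0140) and without vehicle 3 and CM-414 3 under the block (0.0480); why it ended was not tested. Another clock phase at the time of sacrifice cannot be told apart: the other clock genes that peak with Dbp were also enriched among higher genes there (gene permutation p = 0.0200, median 0.15), but those of the opposite phase, with Arntl, did not pass (gene permutation p = 0.473), with 2 of 5 above vehicle and a median of -0.08 and a score of 0.99 that differ in sign. Induction by glucocorticoids may account for it, since their target genes were enriched there (gene permutation p = 9.11e-04, median 0.18). The list was written after Ciart had been seen, the test treats its genes as independent, and Ciart itself was not tested by it. In the first batch 16 of 18 of these genes were above vehicle after tadalafil (gene permutation p = 0.00425) and 11 of 18 after the combination (0.283). The response to vorinostat stays open and untested, as the paper's text places the behavioural work between 9 a.m. and 2 p.m. and the sacrifice 24 h after the last test, without a time for each group.
By a test of the difference itself, the combination departed from the sum of the single drugs for Ciart by -1.28, for Fmo2 by -1.69 and for Polr2i by 0.74, the last lost without tadalafil 2 (adjusted p = 0.259 from limma), tadalafil 3 (0.174), vorinostat 1 (0.141), vorinostat 3 (0.136) and 12 other arrays. With the batch as a block the adjusted p from limma was 0.0891 for Ciart, 0.0891 for Fmo2 and 0.650 for Polr2i, so that none passed, and with vehicle 3 and CM-414 3 also left out only Ciart did (0.0441). In CM-414, which the paper does not report, Ep400 was higher than with vehicle by 0.74 (standard error 0.11, adjusted p = 0.00614 from limma, n = 4 and 7), and not past the test without CM-414 3 (0.0580) or CM-414 4 (0.0688), in the second batch (0.186, with a fold of 0.69) or with the batch as a block and without vehicle 3 and CM-414 3 (0.115, 0.72), and past it with the block alone (0.0387, 0.72). Neocortex markers were higher with CM-414, with a median of 0.25, and striatum markers with a median of 0.23, the latter lost without CM-414 4 (gene permutation p = 0.304). The neocortex list did not pass within the second batch, where all CM-414 arrays lie. Of 100 splits, as many genes as in the real one were called in 4 for vorinostat (1 gene, highest other 2, with vehicle 1 in place of vorinostat 3) and 2 for the departure from the sum (3, highest other 4). Few splits reached these counts, but the splits disregard the batch, and all vorinostat and tadalafil arrays lie in the first. The share therefore cannot tell chance from a batch difference, and chance is not excluded by it. Both counts were 0 with the batch as a block or in the first batch (2 and 3 under the block without vehicle 3 and CM-414 3), but Ciart, the gene called after vorinostat, kept its fold in the first batch as given above, and the departures stayed at -1.06, -1.32 and 0.61 in either setting (standard errors 0.19, 0.17 and 0.15 in the first batch), which argues against the batch as the whole cause; why the calls ended was not tested. Chance cannot be excluded for CM-414, with 14 (1 gene), where a split joining vehicle 3 with CM-414 1, 3 and 4 called 1710 genes, which points to a structure of the samples. A count of 0 is reached by every split, so the 100 splits for the combination, 100 for tadalafil, 100 for the combination against vorinostat and 100 against tadalafil (highest other 1 in each) say nothing of chance.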

How the results depend on the processing

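The 6 settings with batches or without vehicle 3 and CM-414 3 were chosen after seeing the data. Besides leaving out single arrays, 20 settings were run for lists, 14 of them set beforehand, and 16 for genes and counts, 10 of them set beforehand. Of 348 values of the lists behind claims, 275 kept the call or its absence, 44 lost the call, 14 gained it and 15 reversed. A value called in neither setting counts as kept whatever its direction, and reversed means a turned direction with a call in at least 1 setting. Of 2102 values of other lists these were 1812, 196, 67 and 27, of 1725 values of named genes 1642 kept, 21 lost and 62 gained the call, and of 105 counts 72 stayed within 1.5 times. The count after the combination was 0 in every setting run. Fitting without a technical split is the fit used, because the rule for a split was not met: it parted only 1 array, vehicle 3. For this reason each side alone and the replicate block with the split were not run. Replicate numbers were not used to pair the arrays in the fit used. Of 36 same-numbered pairs 12 correlated over 0.1 in their deviations (mean 0.0275), against 37 of 186 pairs with different numbers (mean -0.00302). The highest same-numbered pair was vehicle 3 with CM-414 3 (0.734). Of 17 treated arrays 6 were closest to the vehicle array of their number. Same-numbered arrays can share a batch, so these values do not settle whether the numbers pair animals. The vorinostat and tadalafil groups of 3 arrays, and the 2 batches, limit what can be resolved. Values that changed follow, where the cause was not tested and p is that of gene permutation unless a set test is named. The comparison stands in brackets, each treatment being against vehicle and the sum meaning the combination against the sum of the single drug effects.
With array weights, p was 0.0171 (combination) for the ageing genes, 0.0207 (vorinostat, reversed) for the CA1 markers, 0.00143 (combination, reversed) for the choroid plexus markers, 0.676 (combination, reversed) for the CREB targets, 0.0597 (tadalafil, reversed) for the postsynaptic density, 0.0572 (vorinostat) for the nicotinic receptors, 0.0992 (combination) and 0.0344 (vorinostat) for the chemical synapses, and the counts of genes were 249 (sum), 6 (combination against tadalafil), 2 (combination against vorinostat), 1 (tadalafil) and 17 (vorinostat). With arrays centred on their median, p was 0.0539 (tadalafil) for the postsynaptic density, and the counts of genes were 1 (combination against tadalafil) and 2 (vorinostat). By camera with an estimated correlation, p was 0.0961 (tadalafil) and 0.195 (vorinostat) for the ageing genes, 0.548 (combination), 0.655 (tadalafil) and 0.127 (vorinostat) for the CREB targets, 0.289 (combination) and 0.866 (tadalafil) for the postsynaptic density, 0.452 (vorinostat) for the nicotinic receptors, 0.174 (combination) for the chemical synapses. By camera with the preset correlation, p was 0.213 (combination) and 0.355 (tadalafil) for the CREB targets, 0.519 (tadalafil) for the postsynaptic density, 0.408 (vorinostat) for the nicotinic receptors, 0.153 (combination) for the chemical synapses. With a trended and robust variance, the counts of genes were 14 (CM-414), 2 (combination against tadalafil), 1 (combination against vorinostat) and 4 (vorinostat). With the first principal component as a covariate, p was 0.418 (combination, reversed) for the choroid plexus markers, 0.0598 (combination) for the CREB targets, 0.0482 (vorinostat) for the postsynaptic density, and the counts of genes were 39 (CM-414), 1 (combination against vorinostat) and 6 (vorinostat). By fry, p was 0.104 (tadalafil) and 0.245 (vorinostat) for the ageing genes, 0.661 (combination), 0.680 (tadalafil) and 0.157 (vorinostat) for the CREB targets, 0.348 (combination) and 0.853 (tadalafil) for the postsynaptic density, 0.293 (vorinostat) for the nicotinic receptors, 0.249 (combination) for the chemical synapses. With an unweighted running sum, p was 0.199 (tadalafil) for the postsynaptic density, 0.0509 (vorinostat) for the nicotinic receptors. With the mean of probe sets, p was 0.0669 (tadalafil) for the postsynaptic density, and the count of genes was 0 (CM-414). With non-coding genes kept, the count of genes was 2 (vorinostat). With only the groups compared, the counts of genes were 0 (CM-414) and 0 (vorinostat). Ranked by moderated t, p was 0.243 (combination) and 0.190 (tadalafil) for the CREB targets, 0.777 (tadalafil) for the postsynaptic density, 0.282 (vorinostat) for the nicotinic receptors. With the replicate number as a block (replicate block), p was 8.18e-04 (tadalafil, reversed) for the choroid plexus markers, 0.00184 (vorinostat) for the postsynaptic density, and the counts of genes were 275 (CM-414), 1 (sum) and 0 (vorinostat).
The settings chosen after seeing the data gave the following. With the batch as a block, p was 0.0215 (tadalafil) for the amyloid genes, 8.05e-04 (tadalafil, reversed) for the choroid plexus markers, 0.00180 (vorinostat) for the postsynaptic density, and the counts of genes were 0 (sum) and 0 (vorinostat). With the batch as a block and without vehicle 3 and CM-414 3, p was 0.0339 (tadalafil) for the amyloid genes, 0.506 (combination, reversed), 0.0194 (tadalafil, reversed) and 0.00140 (vorinostat, reversed) for the CA1 markers, 9.00e-04 (tadalafil, reversed) for the choroid plexus markers, 0.254 (sum, reversed), 0.137 (combination, reversed), 0.00971 (tadalafil, reversed) and 0.0895 (vorinostat) for the CREB targets, 0.00451 (tadalafil, reversed) and 0.518 (vorinostat, reversed) for the oligodendrocyte markers, 0.968 (combination), 0.105 (tadalafil, reversed) and 0.0243 (vorinostat, reversed) for the postsynaptic density, 0.127 (vorinostat) for the nicotinic receptors, 0.228 (combination) for the chemical synapses, and the counts of genes were 0 (CM-414), 1 (combination against tadalafil) and 2 (vorinostat). Without vehicle 3 and CM-414 3, p was 0.0137 (combination) for the ageing genes, 0.830 (combination, reversed) and 0.0486 (vorinostat, reversed) for the CA1 markers, 0.0134 (combination, reversed) for the choroid plexus markers, 0.390 (combination, reversed) and 0.0725 (tadalafil) for the CREB targets, 0.995 (combination), 0.00611 (tadalafil, reversed) and 0.00628 (vorinostat, reversed) for the postsynaptic density, 0.0544 (vorinostat) for the nicotinic receptors, 0.208 (combination) for the chemical synapses, and the counts of genes were 7 (sum), 1 (combination against vorinostat) and 5 (vorinostat). In the first batch alone, p was 0.0270 (tadalafil) for the amyloid genes, 8.02e-04 (tadalafil, reversed) for the choroid plexus markers, 0.00176 (vorinostat) for the postsynaptic density, 0.00535 (combination) for the nicotinic receptors, 0.0558 (combination) for the chemical synapses, and the counts of genes were 0 (sum) and 0 (vorinostat). In the first batch without vehicle 3, p was 0.0148 (tadalafil) and 0.0422 (vorinostat) for the amyloid genes, 0.119 (combination, reversed), 0.0205 (tadalafil, reversed) and 0.0131 (vorinostat, reversed) for the CA1 markers, 9.08e-04 (tadalafil, reversed) for the choroid plexus markers, 0.125 (tadalafil, reversed) for the CREB targets, 0.0134 (combination, reversed) for the dentate gyrus markers, 0.239 (combination, reversed), 0.0148 (tadalafil, reversed) and 0.00730 (vorinostat, reversed) for the postsynaptic density, 0.325 (combination, reversed) for the NMDA receptor genes, 0.0551 (vorinostat) for the nicotinic receptors, 0.197 (combination, reversed) and 0.0343 (vorinostat) for the chemical synapses, 0.0312 (tadalafil, reversed) and 0.730 (vorinostat, reversed) for the tau and tubulin genes, and the count of genes was 1 (sum). In the second batch alone, p was 0.916 (combination, reversed) for the CA1 markers, 0.363 (combination, reversed) for the choroid plexus markers, 0.00534 (combination, reversed) for the CREB targets, 7.26e-04 (combination, reversed) for the immediate-early genes, and the count of genes was 0 (CM-414).
With single arrays left out, the counts of genes ranged from 2 to 6 (sum), 0 to 2 (combination against tadalafil), 0 to 323 (CM-414), 0 to 5 (vorinostat), 0 to 1 (combination against vorinostat) and 0 to 1 (tadalafil). The gene permutation p ranged for the nicotinic receptors 0.0113 to 0.417 (combination) and 7.63e-04 to 0.206 (vorinostat), for the choroid plexus markers 8.10e-04 to 0.550 (combination, reversed without combination 4 at 0.00439, vehicle 2 at 0.238 and vehicle 3 at 0.0134) and 7.68e-04 to 0.610 (tadalafil, reversed without tadalafil 1 at 7.81e-04, tadalafil 2 at 0.00767, vehicle 6 at 0.0149 and vehicle 7 at 8.03e-04), for the CREB targets 8.73e-04 to 0.390 reversed (combination) and 7.81e-04 to 0.0725 (tadalafil), for the postsynaptic density 8.35e-04 to 0.995 (combination), 0.00628 reversed to 0.744 (vorinostat) and 8.26e-04 to 0.289 (tadalafil, reversed without vehicle 3 at 0.00611). It ranged for the ageing genes 0.0137 to 0.467 (combination), 8.41e-04 to 0.461 reversed (vorinostat) and 7.64e-04 to 0.0822 (tadalafil), for the CA1 markers 8.14e-04 to 0.830 reversed (combination) and 0.0486 reversed to 0.689 (vorinostat), for the chemical synapses 0.00190 to 0.208 (combination) and 0.00166 to 0.835 (vorinostat), for the amyloid genes 0.0347 to 0.732 (tadalafil), for the meningeal fibroblast markers 8.43e-04 to 0.167 (vorinostat, reversed without vorinostat 3 at 0.0688).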

Differences from the paper's values

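The number of probe sets kept by the filter, 34479 over 5 groups, is within 1.5 times the paper's 29590. The settings set before the data were examined gave 36846 with the filter in at least 1 group, also within 1.5 times.
The lists used here are not the gene sets of the paper's GSEA, so what follows compares statements and not the same sets. The arrays may differ as well, since values over all arrays rest on 7 vehicle and 7 combination arrays. The paper gives 3 animals per group, the number that the first batch holds. The paper excepts vorinostat from the treatments that enriched CREB-dependent genes. Here the CREB targets were enriched after vorinostat (gene permutation p = 9.15e-04, p = 0.127 with an estimated correlation) as well as after tadalafil (0.00160 and 0.655) and the combination (0.00283 and 0.548). Other settings that do not call the list after vorinostat were fry (0.157) and, chosen after seeing the data, the batch as a block without vehicle 3 and CM-414 3 (gene permutation p = 0.0895). After tadalafil the call was lost without vehicle 3 (0.0725) and turned to lower genes in the latter setting (0.00971). After the combination it was lost without vehicle 3 (0.390, other direction), combination 1 (0.0582) or combination 3 (0.103), and in the second batch the list was enriched among lower genes (0.00534).
The paper lists sets of amyloids, brain ageing and nicotinic receptors among those enriched. The ageing list was enriched among higher genes after vorinostat (gene permutation p = 9.16e-04, p = 0.195 with an estimated correlation) and tadalafil (8.15e-04 and 0.0961), and did not pass after the combination (0.168; 0.0137 among lower genes without vehicle 3). The vorinostat call was lost without vorinostat 1 (0.461, other direction) and the tadalafil call without tadalafil 3 (0.0822). The nicotinic receptor set was enriched among lower genes after vorinostat (gene permutation p = 0.0199, p = 0.452 with an estimated correlation), a call lost without vorinostat 1 (0.206), vehicle 3 (0.0544) or vehicle 7 (0.0548), and did not pass after the combination (0.0708), where it passed among lower genes in the first batch (0.00535) and without vehicle 1, 5 or 7 or combination 3 or 4 (0.0113 to 0.0478). The amyloid list was not called after the combination (0.312), vorinostat (0.347) or tadalafil (0.0849). Settings chosen after seeing the data that call it after tadalafil were the first batch alone (0.0270, and 0.0148 without vehicle 3) and the batch as a block (0.0215, and 0.0339 without vehicle 3 and CM-414 3), and the first batch without vehicle 3 called it after vorinostat (0.0422). Leaving out tadalafil 1 (0.0370), tadalafil 2 (0.0347), vehicle 5 (0.0487) or vehicle 6 (0.0374), set beforehand, also called it after tadalafil.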

Other observations

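Leave-outs of single arrays were set beforehand, whereas the batch settings and the lists of clock and glucocorticoid-induced genes were chosen only after the results were seen. After vorinostat, the choroid plexus markers were above vehicle in all 14 measured cases, with a median of 0.84. Clic6, an ion channel gene, was at 1.11 (standard error 0.55), Tmem72 at 0.96 (standard error 0.44), the folate receptor gene Folr1 at 0.85 (standard error 0.46) and the potassium channel subunit Kcne2 at 0.72 (standard error 0.39), with 3 and 7 arrays (gene permutation p = 8.53e-04, p = 0.140 with an estimated correlation; 8.58e-04 in the first batch). The 3 arrays lay at 8.11, 6.76 and 8.22 against a vehicle mean of 6.88 ± 0.71 (SD, n = 7). Genes of respiratory electron transport were lower in 51 of 69 cases after vorinostat, and the complex I genes Ndufs8 and Ndufb8 and the cytochrome c oxidase gene Cox5a fell by 0.50 (standard error 0.14), 0.47 (standard error 0.12) and 0.43 (standard error 0.12) when adjusted over the list alone (gene permutation p = 0.00141, p = 0.0728 with an estimated correlation; 7.12e-04 in the first batch). The Reactome set of mitochondrial translation elongation was also enriched among lower genes (score -2.38, Benjamini-Hochberg adjusted gene permutation p = 0.0330, p = 0.0518 with an estimated correlation). Tau and tubulin genes were lower in 19 of 23 cases after vorinostat, with Mark4, a microtubule affinity regulating kinase gene, at -0.24 (standard error 0.11; gene permutation p = 0.0148, p = 0.0472 with an estimated correlation), at 0.0545 without vorinostat 3 and 0.868 in the first batch. Genes of reactive astrocytes were above vehicle in 13 of 18 cases, with Steap4 at 0.38 (standard error 0.12) and S1pr3 at 0.28 (standard error 0.10; gene permutation p = 8.76e-04, p = 0.0818 with an estimated correlation; 8.79e-04 in the first batch), and the call was lost without vorinostat 1 (0.168).
After tadalafil, genes of microglia around plaques were above vehicle in 16 of 19 cases, with a median of 0.14, among them the chemokine gene Ccl6 at 0.39 (standard error 0.12) and the lysosomal gene Cd68 at 0.41 (standard error 0.19), with 3 and 7 arrays (gene permutation p = 8.01e-04, p = 0.0198 with an estimated correlation; 8.18e-04 in the first batch). Microglia markers were above vehicle in 10 of 11 cases, with the complement gene C1qa at 0.20 (standard error 0.10), and Ctss rose by 0.47 when adjusted over the list alone (gene permutation p = 8.03e-04, p = 0.0979 with an estimated correlation; 8.29e-04 in the first batch), a call lost without vehicle 3 (0.115). Reactive astrocyte genes were above vehicle in 15 of 18 cases, and the chemokine gene Cxcl10 rose by 0.40 (standard error 0.11) when adjusted over the list alone (gene permutation p = 8.12e-04, p = 0.0932 with an estimated correlation; 8.27e-04 in the first batch), with a mean difference of 0.14 that was 0.05 without tadalafil 3 (0.0210). Cholesterol synthesis genes were above vehicle after the combination in 15 of 20 cases, with Fdft1 at 0.12 (standard error 0.07; gene permutation p = 0.0198, p = 0.395 with an estimated correlation). That call was lost without vehicle 1, 4, 6 or 7 or combination 1 to 4 (0.0514 to 0.276), and the values were 0.103 and 0.615 within the batches.
Clock genes that peak with Dbp were above vehicle in 9 of 9 cases after vorinostat (gene permutation p = 9.05e-04, p = 6.32e-04 with an estimated correlation; 0.0137 in the first batch) and after tadalafil (0.00412 and 0.00133; 0.00938 in the first batch), and below the sum of the single effects in 9 of 9 cases after the combination (0.00157 and 1.79e-04; 0.00412 in the first batch). This list holds Ciart, which had been seen before the list was written. Without Ciart the gene permutation p was 0.00181 after vorinostat, 0.0183 after tadalafil and 0.00155 for the departure from the sum. In the first batch these were 0.0200, 0.0259 and 0.0146. After the combination 4 of 9 were above vehicle over all arrays (gene permutation p = 0.686) and 6 of 9 in the first batch (0.128). In the first batch without vehicle 3 it was 8 of 9 (0.0231, and 0.0997 without Ciart). The mean of the list was 8.55, 8.65 and 8.60 in combination 1 to 3 and 8.33 to 8.46 in combination 4 to 7. Vehicle 1 to 3 were at 8.45, 8.44 and 8.59, and vehicle 4 to 7 at 8.40 to 8.48. When adjusted over the list alone, Dbp rose by 0.47 (standard error 0.14) and the period gene Per1 by 0.38 (standard error 0.13) after vorinostat, and Dbp by 0.54 (standard error 0.14) and the nuclear receptor gene Nr1d1 by 0.32 (standard error 0.08) after tadalafil.
With CM-414, which the paper does not report, neocortex markers were above vehicle in 8 of 10 cases (gene permutation p = 8.46e-04, p = 0.0255 with an estimated correlation; 0.0657 in the second batch), and the light chain gene Myl4, Rspo1 and the nuclear receptor gene Rorb rose by 0.32 (standard error 0.10), 0.43 (standard error 0.14) and 0.39 (standard error 0.15) when adjusted over the list alone. Striatum markers were above vehicle in 7 of 8 cases (gene permutation p = 0.00168, p = 0.0366 with an estimated correlation; 0.00638 in the second batch), and Rgs9, a G protein regulator gene, rose by 0.47 (standard error 0.12) when adjusted over the list alone. The rise of the striatum markers lay in CM-414 3 and 4 (7.41 and 7.75), while CM-414 1 and 2 (6.88 and 6.93) were below the vehicle mean of 7.01, and without CM-414 4 the call was lost (gene permutation p = 0.304) and the mean difference was 0.07 against 0.24. The mean difference of the neocortex markers, 0.18, was 0.12 without CM-414 4 and 0.27 without CM-414 3. The count of 1 gene past the test by limma with CM-414 (2155 at an unadjusted p under 0.05) was 323 without CM-414 2, 51 without vehicle 3, 4 without CM-414 1, 3 without vehicle 2 or vehicle 5, 2 without combination 1, and 0 without CM-414 3 or CM-414 4.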
